# Myeloid cell reprogramming alleviates immunosuppression and promotes clearance of metastatic lesions

**DOI:** 10.3389/fonc.2022.1039993

**Published:** 2022-11-21

**Authors:** Ravi M. Raghani, Jeffrey A. Ma, Yining Zhang, Sophia M. Orbach, Jing Wang, Mina Zeinali, Sunitha Nagrath, Sandeep Kakade, Qichen Xu, Joseph R. Podojil, Tushar Murthy, Adam Elhofy, Jacqueline S. Jeruss, Lonnie D. Shea

**Keywords:** metastasis, polymeric nanoparticles, immune cell reprogramming, cancer immunotherapy, triple negative breast cancer

## Abstract

Suppressive myeloid cells, including monocyte and neutrophil populations, play a vital role in the metastatic cascade and can inhibit the anti-tumor function of cytotoxic T-cells. Cargo-free polymeric nanoparticles (NPs) have been shown to modulate innate immune cell responses in multiple pathologies of aberrant inflammation. Here, we test the hypothesis that the intravenous administration of drug-free NPs in the 4T1 murine model of metastatic triple-negative breast cancer can reduce metastatic colonization of the lungs, the primary metastatic site, by targeting the pro-tumor immune cell mediators of metastatic progression. *In vivo* studies demonstrated that NP administration reprograms the immune milieu of the lungs and reduces pulmonary metastases. Single-cell RNA sequencing of the lungs revealed that intravenous NP administration alters myeloid cell phenotype and function, skewing populations toward inflammatory, anti-tumor phenotypes and away from pro-tumor phenotypes. Monocytes, neutrophils, and dendritic cells in the lungs of NP-treated mice upregulate gene pathways associated with IFN signaling, TNF signaling, and antigen presentation. In a T-cell deficient model, NP administration failed to abrogate pulmonary metastases, implicating the vital role of T-cells in the NP-mediated reduction of metastases. NPs delivered as an adjuvant therapy, following surgical resection of the primary tumor, led to clearance of established pulmonary metastases in all treated mice. Collectively, these results demonstrate that the *in vivo* administration of cargo-free NPs reprograms myeloid cell responses at the lungs and promotes the clearance of pulmonary metastases in a method of action dependent on functional T-cells.

## Introduction

Globally, breast cancer has the highest rates of incidence and mortality among women (1). Among breast cancer subtypes, triple negative breast cancer (TNBC) is the most difficult to manage, and few therapies exist to effectively treat high risk TNBC. Since TNBC is one of the most immunogenic breast cancer subtypes, immunomodulatory therapies have the potential to significantly improve disease outcomes, and clinicians have turned to these therapies to manage disease (2, 3). Since 2020, the T-cell-stimulating checkpoint inhibitor pembrolizumab has been approved for metastatic, locally advanced, and early TNBCs (4, 5). However, while robust results have been observed in TNBC patients responsive to pembrolizumab, the majority are resistant to therapy, and a significant proportion of TNBC patients receiving this immunotherapy experience grade 3 or higher adverse events. The high proportion of therapy-resistant patients and inability of some patients to tolerate pembrolizumab motivates the development of novel immunotherapies to improve disease outcomes.

Cancer immunotherapies present the opportunity to stimulate the immune system to mount a potent anti-tumor response. Whereas the immune system of a healthy individual utilizes both innate and adaptive immune surveillance mechanisms to eliminate neoplastic cells, cancer-induced immune dysregulation suppresses many of these mechanisms and drives the generation of aberrant, pro-tumor immune cells (6, 7). Tumor-secreted factors induce the formation of immature, immunosuppressive myeloid cells, largely neutrophils and monocytes, which have been shown to facilitate the formation of a pre-metastatic niche, recruit disseminated tumor cells to the metastatic niche, and suppress adaptive immunity to promote the progression of metastatic disease (8–10). Immunosuppressive neutrophils secrete arginase-1 and reactive oxygen species, such as nitric oxide and hydrogen peroxide, which can inhibit T-cell proliferation and function (11–13). Similarly, monocyte-derived tumor-associated macrophages suppress T-cell activation through their expression of PD-L1 and HIF-1α (14, 15). The immunosuppressive and tumor-supportive function of myeloid cells has been implicated in resistance to cancer therapies, including checkpoint blockade (16).

Myeloid cells in the metastatic niche directly support tumor cell colonization and correlate with poor clinical outcomes, and thus serve as highly compelling targets for the next generation of immunotherapies (17). Approaches to target myeloid cells include the depletion of these populations with anti-Gr-1 or clodronate liposomes, and the inhibition of signaling molecules, such as CCL2 or G-CSF, which drive myeloid cell recruitment to metastatic sites (18). In murine models, depletion of neutrophil and monocyte populations enhances anti-tumor immunity and inhibits metastatic seeding (19, 20). Likewise, targeted inhibition of CCL2 can block recruitment of tumor-supportive monocytes to the lung and inhibit metastasis (10). While these immunotherapies have shown some early promise, non-specific cell depletion or the systemic blocking of signaling pathways has demonstrated poor results in clinical trials due to its unintended inhibition of tumor-suppressive myeloid cell populations, in addition to pro-tumor populations (21). Inflammatory, anti-tumor subsets of neutrophils and macrophages can stimulate T-cell cytotoxicity and play an important role in controlling tumor growth (22, 23). Novel immunotherapies that skew immunosuppressive myeloid cells toward anti-tumor phenotypes, as opposed to broadly depleting cell populations, have the potential to more effectively treat metastasis.

Immunomodulatory nanoparticles (NPs) are being developed to target pathological inflammation in cancer and other diseases. Traditionally, nanoparticles have been used to deliver chemotherapies and other pharmaceuticals to tumors (24, 25). Recently, cargo-free polymer nanoparticles have been shown to modulate immune cell behavior in a tunable manner dependent on their physiochemical properties (26, 27). Upon intravenous delivery, nanoparticles are taken up by myeloid cells, such as macrophages, neutrophils, and dendritic cells (28). Nanoparticle administration alters myeloid cell phenotype and redirects myeloid cell trafficking away from sites of inflammation toward the spleen (29). The efficacy of drug-free nanoparticles to mitigate pathological inflammation by modulating myeloid cells has been reported in models of traumatic injury and autoimmune disease, and has also been shown to inhibit primary tumor growth in a murine model of breast cancer (30–32).

In this report, we investigate the hypothesis that intravenous administration of cargo-free poly(lactide-co-glycolide) (PLG) nanoparticles can reduce metastatic colonization of the lungs by targeting the immunosuppressive, myeloid cell mediators of metastatic progression. In an orthotopic murine model of metastatic triple negative breast cancer (4T1), metastatic tumor cells seed and colonize the lungs, orchestrated in part by the recruitment of aberrant myeloid cells to the lungs (33). The impact of nanoparticles on circulating tumor cells, pulmonary metastasis, and the lung microenvironment are analyzed *in vivo*. Gene expression changes among distinct leukocyte populations within the metastatic niche, resulting from nanoparticle administration, are investigated with single-cell RNA sequencing. Finally, the efficacy of nanoparticle delivery on tumor cell clearance is studied in a T-cell-deficient murine model and primary tumor resection model. These cargo-free nanoparticles provide a novel platform for modulating cancer-associated myeloid cells and enhancing anti-tumor T-cell surveillance, and as such, demonstrate great potential as a neoadjuvant and adjuvant therapy for treating advanced cancers.

## Materials and methods

### Nanoparticle fabrication

COUR Pharmaceuticals Development Co, Inc. manufactured ONP-302, the PLG nanoparticles (NPs) used in these studies. Briefly, NPs were made from PLG (Lactel^®^, Durect Corporation) using a double emulsion technique. A water-in-oil emulsion containing a proprietary mixture of PLG and surfactants was prepared. Solvents were removed by evaporation, yielding negatively charged NPs which were then washed, filtered, and concentrated by tangential flow filtration. ONP-302 NPs were then formulated with buffering agents and cryoprotectants, and lyophilized. The physiochemical properties of nanoparticles, shown in **Figure S1**, were characterized by dynamic light scattering (DLS) and scanning electron microscopy (SEM).a

### Tumor cell culture and animal inoculations

4T1-luc2-tdTomato murine triple negative breast cancer cells (PerkinElmer) were cultured in RPMI 1640 Medium (Gibco) containing 10% fetal bovine serum (FBS, Avantor) for 5 days (37°C, 5% CO2) prior to orthotopic inoculation. Tumor cells were enzymatically lifted from the tissue culture flask with trypsin (Gibco) for 10 minutes at 37°C and resuspended in culture medium. Cells were centrifuged at 500xg for 5 minutes and resuspended in Dulbecco′s phosphate buffered saline (DPBS) (Gibco) at a concentration of 2E6 cells/mL. The tumor cell line was previously confirmed to be pathogen free and authenticated by short tandem repeat DNA analysis and compared to the ATCC STR profile database (DDC Medical). Orthotopic inoculations were performed by injecting 50 µL of the cell suspension, containing 1E5 4T1 tumor cells, to the fourth right mammary fat pad of 12-week-old female BALB/c mice (Jackson Laboratory strain #000651). In addition to the immunocompetent BALB/c strain, RAG1-KO (Jackson Laboratory strain #003145) mice, which have a BALB/c background, were used as they are homozygous for the Rag1^tm1Mom^ mutation and thus do not produce mature T-cells. All animal studies were reviewed and approved by University of Michigan Institutional Animal Care & Use Committee.

### Nanoparticle administration

Nanoparticles were intravenously injected into the lateral tail veins of mice. NPs were resuspended in a mixture of sterile water for injection (Intermountain Life Sciences) and sterile DPBS. NPs were first resuspended in water at 40 mg/mL and diluted with DPBS to 10 mg/mL for a final ratio of 1 parts water to 3 parts DPBS. NPs were administered at a dose of 1 mg in 100 μL of solution every 3 days. Control mice received 100 μL of DPBS. NPs were injected starting 1, 2, or 4 days after tumor inoculation for primary tumor growth studies. In tumor resection studies, the neoadjuvant group received NPs starting 1 day after inoculation, and additional doses every 3 days until tumor resection at 11 days, for a total of 4 doses. Mice in the adjuvant group did not receive NPs prior to resection, and initiated dosing 1 day after resection with NPs every 3 days until the endpoint at 42 days after resection. For all other studies, nanoparticles were administered starting 1 day after tumor inoculation and continued every 3 days until the study endpoint.

### Tumor volume measurements

Tumor size was recorded using standard electronic calipers (VWR) while mice were anesthetized with 2% v/v isoflurane. Primary tumor volume was calculated (V = 0.5 x L x W2, L: length of longest dimension of the tumor, W: width perpendicular to the longest tumor dimension) as previously described (32).

### *Ex vivo* bioluminescent imaging

Metastatic burden at the lungs was measured with bioluminescent imaging of explanted whole organs at terminal endpoint using an IVIS Lumina LTE imaging system (Caliper Life Science). Tissues were incubated in DPBS containing 630 μM d-luciferin (Caliper) at 37°C for 10 minutes and subsequently imaged with the IVIS. The bioluminescent imaging of luciferase-expressing 4T1 cells were calculated by the Living Image Software (Caliper Life Sciences) and visualized as flux (photons/sec) from the tissues.

### Circulating tumor cell quantification and association with immune cells

Circulating tumor cells (CTCs) were isolated and quantified using the Labyrinth microfluidic platform as previously described (34). CTCs are separated from leukocytes by size, as white blood cells are smaller than 4T1 cells. Briefly, blood samples were collected from mice treated with nanoparticles 14 days after tumor inoculation, from tumor-bearing mice injected with saline at 14 days after inoculation, and from naive mice without tumors. Blood from two mice were collected in EDTA tubes and pooled per sample. Prior to CTC enrichment, red blood cells were removed using Ficoll-Paque™ PLUS Media. The plasma and buffy coat layers were collected and diluted with DPBS (1:7.5) and processed through the Labyrinth. After CTC isolation, samples were taken from outlet 2 and processed using a Thermo Scientific Cytospin Cytocentrifuge for CTC quantification. A portion of sample was added to each cytospin funnel and centrifuged at a speed of 800 rpm for 10 minutes. Samples were fixed with 4% PFA, permeabilized with 0.2% Triton X-100, and blocked with 3% bovine serum albumin. Samples were then stained with anti-mouse CD45 antibody and DAPI. Two slides were imaged from each outlet for each sample for technical replicates. Representative images of CTCs and leukocytes are shown in **Figure S2B**.

### Single-cell RNA sequencing

Saline- or NP-treated lungs were extracted and pooled from five mice 14 days post-tumor inoculation. The tissues were minced with scalpel blades, enzymatically digested with liberase TM (Roche), and processed through a cell strainer. Cell suspensions underwent erythrocyte lysis with ACK buffer (Gibco) for 5 minutes. Library preparation of the resulting single cell suspension was conducted with the 10x Chromium platform. 

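The deposited counts hold unique molecular identifiers (UMIs), which count each captured transcript molecule once. The saline library held 91168129 UMIs over 32285 genes, and the NP library held 90081747. The cells analysed here had a median of 6474.5 UMIs and 1679.5 detected genes in the saline library. In the NP library the medians were 6008 UMIs and 1727 genes.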

Samples were sequenced on the NovaSeq 6000 at the University of Michigan Advanced Genomics Core at an average depth of 50,000 reads per cell. Raw reads were mapped by CellRanger to output count matrices with subsequent clustering and differential gene expression performed using the Seurat (v2) pipeline (35). 

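In the deposited matrices, 9084 saline barcodes and 9111 NP barcodes had at least 500 detected genes. The upper limit on genes removed 119 saline and 236 NP barcodes. The mitochondrial limit removed 303 saline and 542 NP barcodes, which left 8662 saline cells and 8333 NP cells.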

Cells were identified as having 500 to 5000 genes and < 7.5% mitochondrial genes. Cluster cell types were classified using the markers shown in **Table S1** and **Figures S3A** **S4B**. The clusters defined as neutrophils, monocytes, and dendritic cells were further analyzed to identify specific subsets using the gene expression outlined in **Table S2** and **Figures S3B–D**.

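Of the genes used here to name clusters as endothelial, 15 were on the neutrophil progenitor list of Table S2 and 17 were on its monocyte progenitor list. Neutrophil markers made up 16 genes of the inflammatory DC list and 17 genes of the basophil and eosinophil list. The chemotactic neutrophil list held 9 platelet markers. No dendritic cell marker was on any of the 3 dendritic cell lists of Table S2.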

### Gene set enrichment analysis

Within the neutrophils, monocytes, and dendritic cells, differentially expressed genes between the NP-treated and saline-treated cells were identified using Seurat. The resulting gene lists were converted to human orthologs with biomaRt. Gene fold-changes were used as the ranking variable to assemble pre-ranked gene lists. GSEA (pre-ranked gene list) was used to identify enriched pathways sampling from hallmark, KEGG, REACTOME, and gene ontology (GO) databases from the Molecular Signatures Database (MSigDB) (36). The top 10 pathways up-regulated in the NP-treated samples were reported for each cell type with redundant pathways removed by leading edge analysis.

### Flow cytometry, magnetic activated cell sorting, and enzyme-linked immunosorbent assay

Lungs and whole blood of tumor-bearing mice were isolated at 14 days-post tumor inoculation. Lungs were mechanically and enzymatically digested to form single cell suspensions as described above. Following erythrocyte lysis, lung and blood cell suspensions were washed in DPBS supplemented with 2 mM EDTA and 0.5% bovine serum albumin, and centrifuged at 500xg for 5 minutes. For flow cytometric analysis, blood cells were treated with anti-CD16/32 (1:100, clone 93, Biolegend) to block nonspecific staining and samples stained with antibodies against Alexa Fluor 700 anti-CD45 (1:100, clone 30-F11, Biolegend), Brilliant Violet 510 anti-CD11b (1:25, clone M1/70, Biolegend), Brilliant Violet 711 anti-Ly6G (1:20, clone 1A8, Biolegend), and FITC anti-Ly6C (1:100, clone HK1.4, Biolegend), as well as with DAPI (Biolegend) for viability, and analyzed on the BioRad ZE5 Cell Analyzer. Data analysis was performed using FlowJo (BD). To analyze cytokine and chemokine secretion, cells from the blood and lungs were labeled with magnetic microparticle-conjugated antibodies against CD45 (Miltenyi Biotec) and sorted. The CD45-positive fraction, representing immune cells, and CD45-negative fraction, consisting of non-immune cells, were resuspended at 1E6 cells/mL in media and cultured in a 96-well plate for 16-18 hours at 2.5E5 cells/well. Following incubation, cells were centrifuged at 1000xg for 5 min. Supernatant was collected and frozen at -80°C. The levels of IL-1β, IL-4, IL-6, IL-13, IFNγ, TNFα, TGFβ, CCL2, CCL3, CCL4, and CXCL12 in supernatant were quantified *via* ELISA performed by the Cancer Center Immunology Core at the University of Michigan.

### Statistical analysis

Two-tailed unpaired t-tests assuming unequal variance were performed for single comparisons between two conditions. Significant differentially expressed genes in the single-cell RNA sequencing analysis was determined with the Wilcoxon rank-sum test using default Seurat settings. The significance of GSEA pathway scores were determined with Student’s t-tests using the Bonferroni multiple hypothesis correction (α = 0.01). Prism 9 (GraphPad), Excel (Microsoft), and R were used for performing statistical analyses, with p < 0.05 considered to be statistically significant. Error bars on plotted data are calculated as standard error mean (SEM).

## Results

### Nanoparticle administration reduces tumor growth and metastatic dissemination

The efficacy of PLG nanoparticles (NPs) to inhibit tumor progression was investigated in the 4T1 model of murine metastatic TNBC, in which neutrophils and macrophages are known to promote tumor development (37). We first tested the hypothesis that NP-mediated immunomodulation would disrupt the growth of primary tumors. BALB/c mice were orthotopically inoculated with 4T1 cells and intravenously injected with NPs (1 mg/mouse) starting 1, 2, or 4 days after tumor inoculation to study how NPs disrupt tumor growth and formation (**Figure 1A**). We hypothesize that 4T1 tumor cells begin engrafting 1 day after inoculation, complete engraftment by 2 days, and will have established into palpable tumors by 4 days post-inoculation. Twenty-one days after inoculation, mice receiving NPs starting on day 1, 2, or 4 exhibited a 54% (p<0.05), 37% (p<0.05), and 32% (p=0.068) reduction in tumor size, respectively, relative to saline-treated controls (**Figure 1B**). Furthermore, mice treated with NPs starting 1 day after inoculation had significantly smaller tumor volumes at day 21 compared to mice treated starting 2 days (28% reduction, p<0.05) or 4 days (33%, p<0.05) after inoculation. As such, we concluded that early administration of NPs effectively disrupted tumor growth.

**Figure 1:**
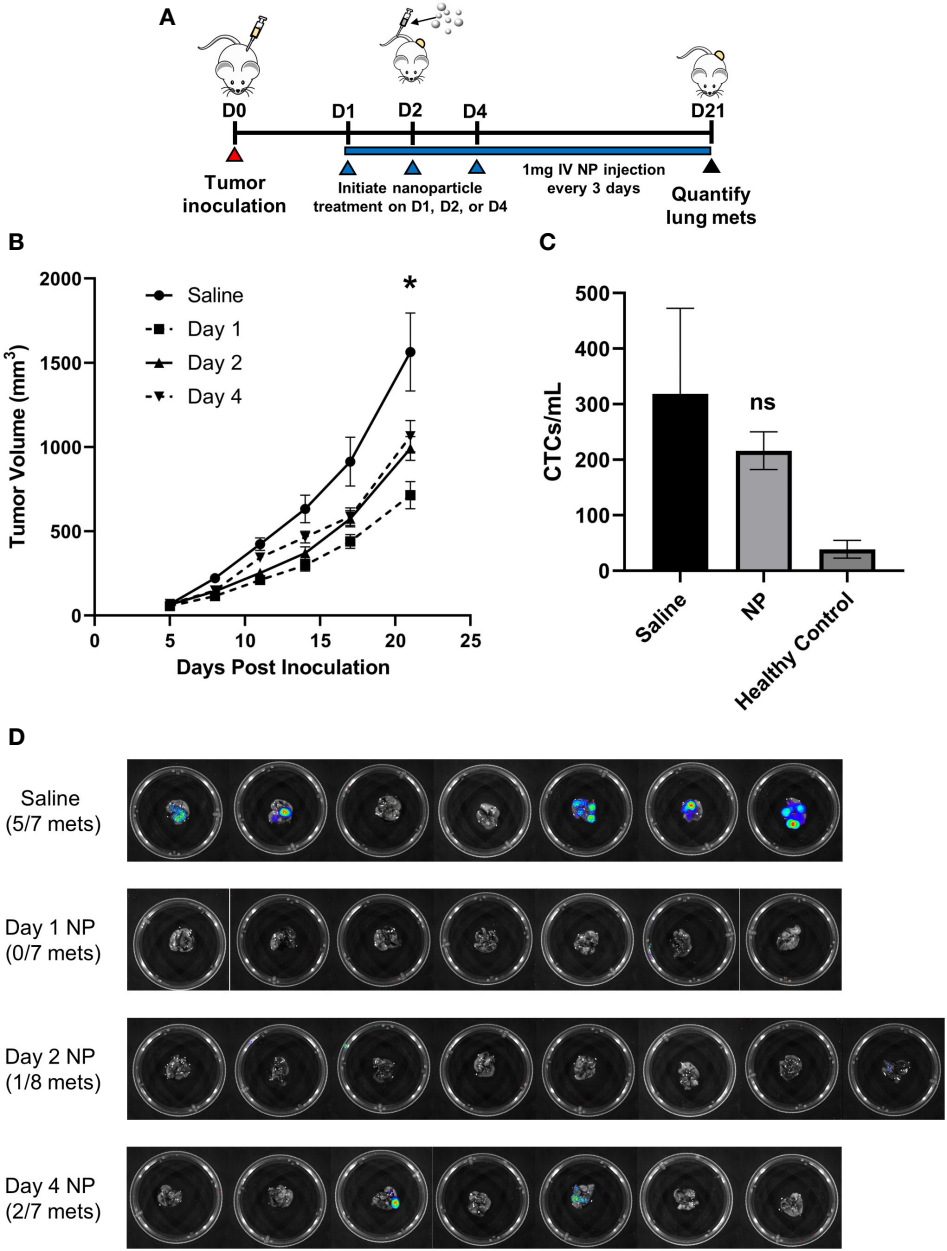
*In vivo* administration of cargo-free NPs inhibits 4T1 tumor growth and reduces metastatic colonization of the lungs. **(A)** BALB/c mice (n=7-8 per group) were inoculated with 4T1 tumor cells and intravenously administered NPs every 3 days starting on D1, D2, or D4 post-tumor inoculation, or saline as the control. **(B)** Longitudinal PT volumes. **(C)** Total CTCs in the peripheral blood of 4T1 tumor-bearing mice (n=6) receiving NPs, normalized to blood volume, did not significantly differ from mice receiving saline (n=6, p=0.51). **(D)** Lung metastases in 4T1 tumor-bearing mice (n=7-8 per group) were quantified with bioluminescent imaging on D21 post-tumor inoculation. Two-tailed unpaired t-tests assuming unequal variance were performed for single comparisons between two conditions. Bars show mean ± SEM. * p ≤ 0.05 compared to Day 1 NP, ns p > 0.05 compared to Saline.

Next, we examined NP efficacy at inhibiting tumor cell dissemination and metastasis. As orthotopic 4T1 tumors are known to spontaneously metastasize to the lungs, we investigated metastatic colonization of the lungs *via* bioluminescent imaging of luciferase-expressing 4T1 cells. NP administration starting 1 day after inoculation completely blocked formation of pulmonary metastases, while 5 of 7 mice receiving saline developed metastases (p<0.01, **Figure 1D**). In comparison, 1 of 8 mice treated with NPs starting 2 days after inoculation and 2 of 7 mice treated starting 4 days after inoculation developed metastases (p<0.05 and p=0.13, respectively, compared to saline). All subsequent studies were performed initiating NP administration 1 day post-tumor inoculation, motivated by the robust efficacy at this time point. To investigate the mechanism of action by which NP administration inhibits metastasis, we started by evaluating its effect on circulating tumor cells (CTCs) in the blood. Neither the quantity of CTCs per mL of blood (p=0.51, **Figure 1C**) nor the ratio of CTCs to CD45+ immune cells (p=0.79, **Figure S2A**) significantly differed between 4T1 tumor-bearing mice treated with NPs or saline. These findings demonstrate that NP administration significantly reduces the formation of metastatic lesions *in vivo* independently of CTC dissemination.

### Immune cell composition is altered at lung microenvironment with nanoparticle administration

NPs are primarily phagocytosed by myeloid cells, which mediate the development of the metastatic niche, and as such, we investigated the influence of NPs on the composition and phenotype of the pulmonary metastatic niche (21). We hypothesized that NPs reprogram the metastatic microenvironment and alter the behavior of pro-tumor myeloid cells, including neutrophil and monocyte populations (32). 

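The mice carried 4T1 tumors, a mouse mammary carcinoma line, and the NPs are particles of the polymer PLG without a drug cargo. The deposited single-cell data were 1 saline library and 1 NP library of lung cells. Each library was a pool of 4 mice by the sample labels and of 5 mice by the methods. There were no replicates, so no tests were made for this experiment, and all intervals below are 95% intervals that cover counting error only. Cells of both libraries were clustered together, and clusters were named by marker genes. Doublets were not removed. Shares of cells carry exact binomial (Clopper-Pearson) confidence intervals.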

We performed single-cell RNA sequencing on cells isolated from the lungs of tumor-bearing mice receiving either saline or NPs to characterize how immune populations at the metastatic niche are altered with NP administration (**Figure 2A**). In control mice, neutrophils made up 65.5% of all cells in the lung, followed by endothelial cells (10.6%), monocytes (7.7%), and B cells (3.3%) (**Figure 2B**). 

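Neutrophils made up 5561 of 8662 saline cells, or 64.2% (95% CI 63.2% to 65.2%). Monocytes were 9.14% (8.54% to 9.77%), B cells were 6.00% (5.51% to 6.52%), and endothelial cells were 4.94% (4.49% to 5.42%). Alveolar macrophages were 1.92% (1.64% to 2.23%) and NK cells were 1.47% (1.22% to 1.74%). In 2 clusters the markers of different classes mixed with similar scores, and these were left unnamed. One carried endothelial and neutrophil markers (91 saline and 158 NP cells) and the other neutrophil and monocyte markers (73 saline and 114 NP cells).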

Lungs from NP-treated mice had a substantially lower proportion of neutrophils (38.1%), and an increased proportion of monocytes (13.8%), endothelial cells (11.4%), and B cells (11.3%). 

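Neutrophils were 3086 of 8333 NP cells, or 37.0% (36.0% to 38.1%), a log2 ratio of −0.79 against the saline library (−0.84 to −0.75).
Of the alternatives, a minimum of 800 detected genes moved this ratio most, to −1.03.
Endothelial cells were 18.2% (17.3% to 19.0%), 3.68 times the saline share.
Monocytes were 18.3% (17.4% to 19.1%), 2.00 times the saline share, and B cells were 7.72% (7.15% to 8.31%).

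**Figure D1:**
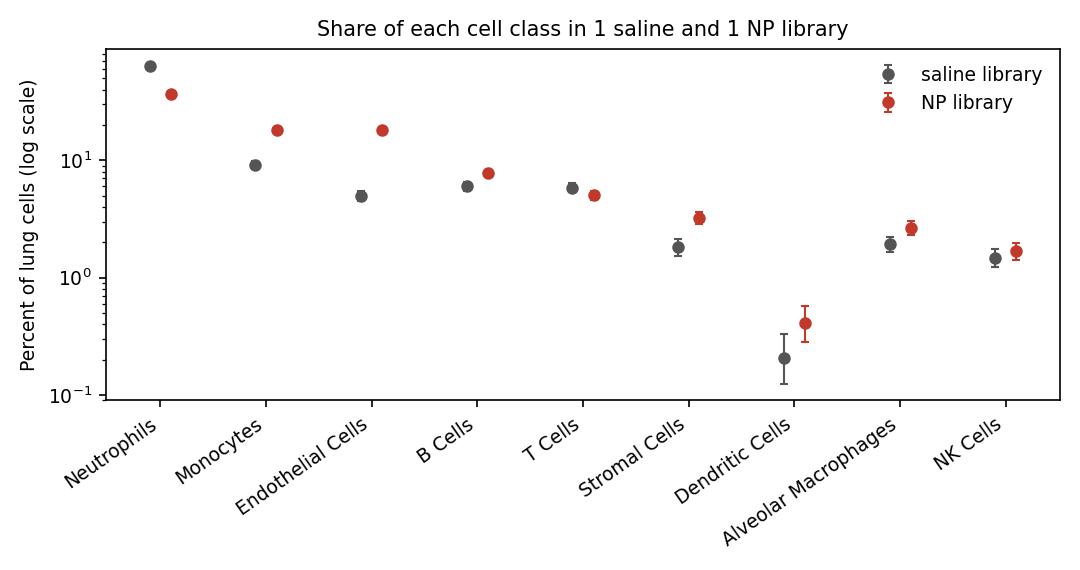
Percent of lung cells in each class in the saline library and the NP library, with exact binomial 95% intervals.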

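T cells were 5.85% of saline cells (5.37% to 6.37%) and 5.03% of NP cells (4.57% to 5.52%). Stromal cells were 1.81% of saline cells (1.54% to 2.12%) and 3.20% of NP cells (2.84% to 3.60%). The cluster named as dendritic cells was led by Siglech, like plasmacytoid dendritic cells, with 18 saline cells (0.208%, 0.123% to 0.328%) and 34 NP cells (0.408%, 0.283% to 0.570%). Sub-clustering the mononuclear phagocytes gave 63 saline and 112 NP cells led by dendritic cell genes (0.727% and 1.34%). A cluster of non-classical monocyte-like cells led by genes such as Cd300e and Treml4 held 97 saline cells (1.12%, 0.909% to 1.36%) and 368 NP cells (4.42%, 3.99% to 4.88%).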

T-cells (6.7%), stromal cells (5.2%), and dendritic cells (4.6%) also increased in NP-treated mice in comparison to saline-treated mice (2.4%, 2.7%, and 1.2%, respectively), suggesting that nanoparticle administration resulted in a lower accumulation of neutrophils and increased proportions of other cell populations.

**Figure 2:**
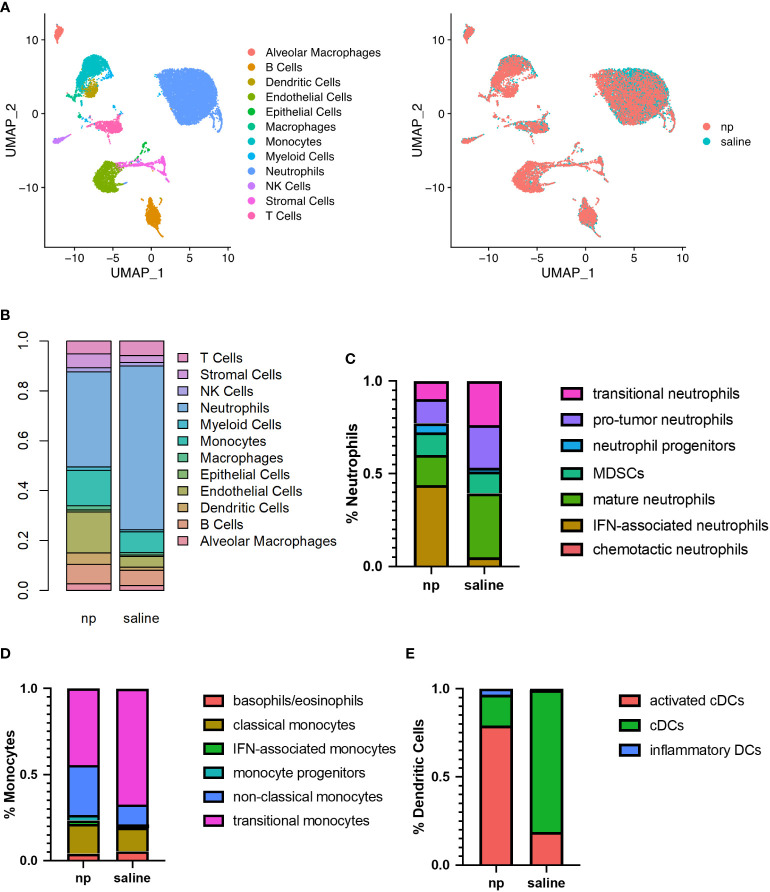
Remodeling of immune milieu at lungs due to NP administration *in vivo*. The lungs of 4T1-bearing mice receiving NPs or saline (n=4 per group) analyzed by single cell RNA sequencing. **(A)** UMAP plot of clustering of single cells by identified cell populations (left) or by treatment condition (NP vs saline, right). **(B)** Histogram of cell populations at the lungs as percentage of total cells. Proportion of **(C)** neutrophil, **(D)** monocyte, and **(E)** dendritic cell subsets at the lungs of mice receiving NPs or saline.

Neutrophils, monocytes, and dendritic cells demonstrated significant changes in proportion and gene expression in response to NP administration. As such, these myeloid cells, which are capable of NP internalization, were sub-clustered to identify differences in immune cell phenotypes resulting from NP administration. In neutrophils, NP administration was associated with a decrease in pro-tumor subpopulations and a large increase in the proportion of inflammatory neutrophils expressing genes associated with interferon signaling (**Figures 2C**, **S3B**). 

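Each Table S2 list was scored here by the share of a cell's UMIs on its 30 genes with the largest fold, after every cell was thinned to 1000 UMIs. A threshold that at most 5% of saline cells of the class passed was then applied to both libraries. By the IFN-associated list, 4.48% of 5558 saline neutrophils (3.95% to 5.06%) and 35.4% of 3086 NP neutrophils (33.7% to 37.1%) passed, a ratio of 7.89 (6.93 to 8.99). Without thinning the ratio was 7.74, and thinning left out 3 saline neutrophils. A threshold passed by 1% of saline cells moved the log2 ratio most, from 2.98 to 4.22. By the neutrophil progenitor list, 2.25% of saline (1.88% to 2.67%) and 3.76% of NP neutrophils (3.12% to 4.49%) passed, and 1.68 times the saline share passed without thinning. With all genes of that list in place of 30, the log2 ratio changed from 0.74 to −0.090. These neutrophils had a median of 3739.5 UMIs in the NP library, against 5336 in other NP neutrophils, and a log2 excess of endothelial markers of 3.53.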

A 9-fold increase in IFN-associated neutrophils and a 2-fold increase in the proportion of neutrophil progenitors was observed in NP-treated lungs, compared to the saline control. NP administration also resulted in a 2-fold decrease in the proportion of neutrophils identified as pro-tumor and mature, and a 2.5-fold decrease in the proportion of neutrophils identified as transitional. 

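By the pro-tumor list, 4.86% of saline neutrophils (4.31% to 5.46%) and 4.15% of NP neutrophils (3.47% to 4.91%) passed, a ratio of 0.854 (0.695 to 1.05).
A threshold passed by 1% of saline cells changed its log2 ratio from −0.23 to 0.42.
The mature list was passed by 4.82% (4.27% to 5.42%) and 2.66% (2.12% to 3.29%), a ratio of 0.551.
The transitional list holds 5 genes, and 4.88% (4.32% to 5.48%) and 2.56% (2.03% to 3.18%) passed, a ratio of 0.525.
Without thinning these 3 ratios were 0.823, 0.538 and 0.499.

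**Figure D2:**
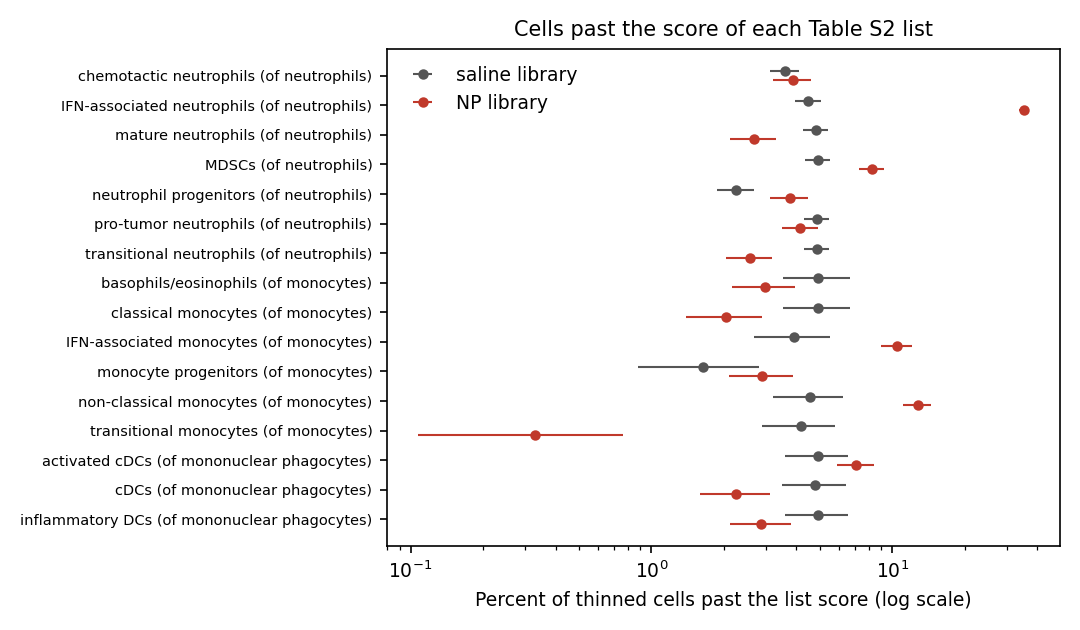
Percent of thinned cells past the score of each Table S2 list in the saline library and the NP library, with exact binomial 95% intervals.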

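In monocytes, the transitional list of Table S2 was passed by 33 of 792 saline cells (4.17%, 2.885% to 5.802%) and 5 of 1521 NP cells (0.329%, 0.107% to 0.765%). The non-classical list was passed by 4.55% of saline (3.20% to 6.24%) and 12.8% of NP monocytes (11.1% to 14.5%), a ratio of 2.81 (1.99 to 3.96). Unthinned cells gave ratios of 0.053 and 2.80, and no monocyte had under 1000 UMIs.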

Monocytes similarly demonstrated a 1.5-fold decrease in transitional monocytes and a 2.5-fold increase in the proportion of anti-tumor non-classical monocytes, in the lungs of NP-treated mice (**Figure 2D**). 

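The list of IFN-associated monocytes was passed by 31 saline monocytes (3.91%, 2.68% to 5.51%) and 159 NP monocytes (10.5%, 8.96% to 12.1%). Their ratio was 2.67 (1.84 to 3.89), and 2.60 without thinning. The denominator was 792 saline and 1521 NP monocytes, and the shares depend on a threshold set in saline cells.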

A 2.5-fold increase in cells identified as IFN-associated monocytes with NP administration was also observed, but these made up a small proportion of total monocytes (2.2% in NP-treated mice). Dendritic cells (DCs) shifted from largely immature classical DCs to mature activated DCs with NP administration, exhibiting a 4.5-fold decrease in the proportion of classical DCs and a corresponding 4-fold increase in the proportion of mature activated DCs expressing genes associated with antigen presentation (**Figure 2E**). 

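The dendritic cell lists were scored over all 875 saline and 1640 NP mononuclear phagocytes. The activated list was passed by 4.91% of saline (3.58% to 6.56%) and 7.07% of NP cells (5.88% to 8.42%), a ratio of 1.44 (1.02 to 2.02), and 1.71 without thinning. The classical list was passed by 4.80% (3.48% to 6.43%) and 2.26% (1.59% to 3.10%), a ratio of 0.470, and 0.347 without thinning. In 2 smaller sets of cells the threshold was set anew in the saline cells of the set, so their shares are not parts of those above. In the Cd300e-led monocyte cluster, 4 of 97 saline cells and 149 of 368 NP cells (40.5%, 35.4% to 45.7%) passed the activated list, and 3 and 1 passed the classical list (ratio 0.088, 0.00924 to 0.835). In the sub-clusters led by dendritic cell genes, 3 of 63 saline cells and 9 of 112 NP cells passed it, and 1 and 8 passed the classical list (ratio 4.50, 0.576 to 35.2). One of these sub-clusters, led by Ccl5, Il4i1, Fscn1 and Ccr7, held 3 saline and 31 NP cells.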

Similar to neutrophils and monocytes, a population of inflammatory DCs was found primarily in NP-treated mice that strongly expressed genes associated with DC maturation and response to pathogens.

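The inflammatory DC list was passed by 43 of 875 saline phagocytes (4.91%, 3.58% to 6.56%) and 47 of 1640 NP phagocytes (2.87%, 2.11% to 3.79%), a ratio of 0.583, and 0.620 without thinning. In the sub-clusters led by dendritic cell genes, with a threshold of their own, 3 of 63 saline and 6 of 112 NP cells passed it. With all genes of the list the log2 ratio changed from −0.78 to 0.022. When S100a8 and S100a9 were left out of the score, 40 saline and 65 NP phagocytes passed it. These cells carried a log2 excess of both genes of 3.55 in the saline library and 4.18 in the NP library, with other neutrophil markers still in the score.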

Nanoparticle administration also altered gene expression in T cells at the lung (**Figure S4**). T cells were primarily identified as naïve CD4+ T cells, naïve CD8+ T cells, and Tregs (55.2%, 18.4%, and 12%, respectively, in saline-treated mice). 

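The 507 saline and 419 NP T cells had median depths of 6285 and 6516 UMIs, against 2983.5 and 3035.5 UMIs in endothelial cells, which served as a class that should lack these transcripts. After thinning, 8.68% of saline (6.38% to 11.5%) and 7.88% of NP T cells (5.48% to 10.9%) carried Cd4 without Cd8a or Cd8b1, and 36.3% and 35.1% did before thinning. None of 386 saline and 1379 NP endothelial cells did after thinning, which left out 42 and 135 shallower endothelial cells and no T cells. A UMI of Cd8a or Cd8b1 without Cd4 was found in 13.8% of saline (10.9% to 17.1%) and 16.9% of NP T cells (13.5% to 20.9%), and in 20.9% and 23.9% before thinning. At least 1 UMI of the regulatory T cell genes Foxp3, Ikzf2, Il2ra and Ctla4 was found in 15.6% (12.5% to 19.0%) and 19.3% (15.7% to 23.4%), and in 29.2% and 38.4% before thinning. In thinned endothelial cells these genes were found in 0.259% and 0.290%.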

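The genes Cxcr3, Tbx21, Ifng, Gata3, Il4, Cxcr6 and Id2 were found in 28.4% (24.5% to 32.5%) and 33.2% (28.7% to 37.9%) of thinned T cells, and in 8.55% and 9.57% of thinned endothelial cells. Pooled over T cells, the log2 ratio of their CPM (UMIs scaled to the class total) was 0.36 (0.27 to 0.46). Gzmb, Gzmk, Ccl5, Nkg7 and Prf1 were found in 14.4% (11.5% to 17.8%) and 16.5% (13.0% to 20.4%), with a pooled log2 ratio of 0.38 (0.30 to 0.45), and in 1.55% and 1.45% of thinned endothelial cells. Among thinned T cells with Cd4 alone, the genes from Cxcr3 to Id2 were found in 10 of 44 saline and 8 of 33 NP cells. Without thinning the shares were 66.3% and 65.3%. Among thinned T cells with Cd8a or Cd8b1 alone, the genes from Gzmb to Prf1 were found in 27 of 70 and 36 of 71. Without thinning these shares were 80.2% and 81.0%.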

Nanoparticle administration resulted in 1.2-fold and 1.1-fold decreases in the proportions of naïve CD4+ and naïve CD8+ T cells, and corresponding 1.7-fold and 1.5-fold increases in the proportion of Th1/Th2 CD4+ T cells and cytotoxic CD8+ T cells, respectively (**Figure S4A**). Collectively, these data demonstrate that NP administration reprograms the lung microenvironment by decreasing neutrophil accumulation and promoting activated, anti-tumor phenotypes among myeloid cell and lymphocyte populations.

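From the cell shares and subset shares together, the paper concludes that NP administration reprogrammed the lung. The lower neutrophil share was measured here in 1 library per condition, and it stayed lower with a minimum of 200 detected genes (61.3% of saline and 35.5% of NP cells). A share of cells also falls when other cells rise, and cell numbers per lung were not analysed here.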

### Nanoparticle delivery results in upregulation of inflammatory pathway-associated genes among myeloid cell populations at the lungs

NP administration resulted in significant changes in gene expression among neutrophils (**Figure 3A**), monocytes (**Figure 3B**), and dendritic cells (**Figure 3C**). 

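Gene changes are log2 ratios of the pooled CPM of a class, NP over saline, with an exact conditional binomial interval. The neutrophil and monocyte classes pool 8 and 4 clusters, whose mix differed between the libraries. For example, the neutrophil cluster led by Stfa2 and Cstdc5 held 1386 saline and 42 NP cells. A change of mix was not separated from a change within cells, here or for the gene lists below. In the ratio, but not in the interval, a count under 3 was set to 3, as for Cxcl9 here, which makes a large change smaller and can turn the sign where both counts are low. The median ratio of all 7253 genes with at least 200 UMIs in neutrophils was −0.13, so a ratio relative to all genes is higher by 0.13. Igtp (ENSMUSG00000078853, GRCm38 chromosome 11, 58199556 to 58207591) had 801 saline and 2805 NP UMIs, a log2 ratio of 2.80 (2.69 to 2.92). A minimum of 800 detected genes moved it most, to 3.04. Gbp2 (chromosome 3, 142620602 to 142638008) rose by 2.45 (2.38 to 2.53). Ifi47 (chromosome 11, 49076587 to 49096974) went from 318 to 2373 UMIs, a ratio of 3.89 (3.73 to 4.07). Isg15 (chromosome 4, 156199424 to 156200818) and Irf1 (chromosome 11, 53770014 to 53778374) had ratios of 2.03 and 1.59. The 5 highest ratios were those of Cxcl9 (2 to 478 UMIs, 8.31, 7.04 to 11.95), Cxcl10 (5.77), Gbp5 (4.93), Gbp4 (4.41) and Mnd1 (4.37). The 5 lowest were those of Scgb1a1 (−3.93), Gab1 (−2.89), Acot1 (−2.45), Pik3ip1 (−2.45) and Mmp19 (−2.28).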

In neutrophils, genes associated with inflammation and interferon gamma signaling (*Igtp, Gbp2, Isg15, Ifi47, Stat1*, *Irf1*) were highly upregulated compared to neutrophils in control mice. 

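Gbp2b (chromosome 3, 142594847 to 142619179) rose in monocytes by 2.60 on the log2 scale (2.41 to 2.80), and the split of reads between paralogs such as Gbp2 and Gbp2b or Stfa2 and Stfa3 is uncertain. Cxcl2 (chromosome 5, 90903871 to 90905938) and Marcksl1 (chromosome 4, 129513581 to 129515985) rose by 2.58 (2.49 to 2.67) and 2.84 (2.66 to 3.03). The class II genes on chromosome 17 rose by 1.38 (H2-Eb1, 34305867 to 34316674), 1.08 (H2-Aa, 34282744 to 34287823) and 1.01 (H2-Ab1, 34257689 to 34269419), and Cd74 by 0.95 (0.93 to 0.97). The monocyte cluster with H2-Aa, H2-Eb1 and H2-Ab1 among its top genes held 133 of 792 saline and 472 of 1521 NP monocytes. Part of these class II rises may therefore be a change of mix. Iigp1 had 0 saline and 491 NP UMIs, 86.2-fold higher against a floor of 3 counts, and the lower limit of its interval was 6.13 on the log2 scale. Gm15056 (1 to 251 UMIs with the same floor, 5.46, 4.56 to 12.36), Gbp6 (3 to 199 UMIs, 5.13, 3.56 to 7.42), Cxcl9 (5.06) and Il4i1 (4.71) were the other 4 of the 5 highest. The 5 lowest were Scgb1a1 (−5.74), Stfa2 (−2.27), Stfa3 (−2.10), Hba-a1 (−2.07) and Cstdc5 (−1.91). Of the 3150 saline Scgb1a1 UMIs in monocytes, 2715 were in 1 cell. Subtraction of free RNA with the profile of barcodes under 50 UMIs, scaled by such genes, took too much from saline monocytes, so the change of sign it gave for Stfa2, Stfa3 and Cstdc5 (4.21, 3.00 and 5.82) is no evidence of a rise.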

Upregulation of *Stat1* and *Gbp2b* was also observed in monocytes, along with genes associated with migration (*Cxcl2, Marcksl1*) and antigen presentation (*H2-Eb1, H2-Aa, H2-Ab1, Cd74*). 

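The cluster named as dendritic cells held 200727 saline and 412606 NP UMIs, which limits its precision. With counts under 3 set to 3 in each ratio, Id2 had 1 saline and 17 NP UMIs (log2 ratio 1.46, 0.37 to 8.43), Fpr2 had 1 and 13 (1.08, −0.07 to 8.07), and Gbp2 had 2 and 2. Sod2 rose by 0.89 (−0.15 to 2.06), Tnfaip2 had a ratio of −0.11 (−1.29 to 1.15), and Cxcl2 had 17 and 7 UMIs, a ratio of −2.32 (−3.83 to −0.98). The 5 highest ratios in this cluster were those of Lyz2 (3.77), Ccl4 (2.27), Lgals3 (1.43), Herpud1 (0.95) and Zfp36l2 (0.87). The 5 lowest were those of Wfdc17 (−2.93), S100a9 (−2.53), S100a8 (−1.89), Cd69 (−1.71) and Igkc (−1.46). Over all sub-clusters led by dendritic cell genes, Cxcl2 rose by 3.60 (3.26 to 3.96), Sod2 by 2.72, Tnfaip2 by 2.27 and Fpr2 by 5.22 (4 to 273 UMIs). Gbp2 had 2 and 95 UMIs there (4.12 with 2 set to 3, 2.81 to 7.77), and Id2 had a ratio of 0.12 (−0.02 to 0.27). The sub-cluster led by Ccl5, Il4i1, Fscn1 and Ccr7 gave 19074 of the 916950 saline UMIs and 526799 of the 1676130 NP UMIs, so a change of mix was not separated from a change within cells. In the Cd300e-led monocyte cluster, Id2, Fpr2, Tnfaip2, Gbp2, Sod2 and Cxcl2 rose by 2.38, 2.36, 1.56, 2.59, 1.44 and 2.47. The sub-clusters and this cluster were examined as dendritic cells only after the data had been seen.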

In dendritic cells of NP treated mice, genes associated with inflammation and DC maturation (*Id2, Fpr2, Tnfaip2, Gbp2, Sod2, Cxcl2*) were significantly upregulated compared to the saline control. Gene set enrichment analysis (GSEA) was performed to investigate the functional effects of gene expression changes among these identified populations. 

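Lists of IFN-γ, IFN-α and TNF/NF-κB response genes stood in for the MSigDB sets, which were not used here.
For each list, the median log2 ratio of its genes with at least 20 UMIs was placed among 10000 random lists of genes with matched expression.
The IFN-γ list had a median of 1.97 in neutrophils (1.83 to 2.07, 38 genes) and 1.18 in monocytes (1.08 to 1.26, 39 genes).
In both classes none of the random lists was as high, and 95% of the random lists in neutrophils lay between −0.18 and −0.01.
A Reactome set in place of the list moved the neutrophil value most, to 0.63.
In the cluster named as dendritic cells, 19 genes could be measured, with a median of −0.04 (−0.29 to 0.11), above 24.3% of the random lists.
It was 0.50 (0.31 to 0.58) in the sub-clusters led by dendritic cell genes and 0.77 (0.61 to 0.95) in the Cd300e-led monocyte cluster.

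**Figure D3:**
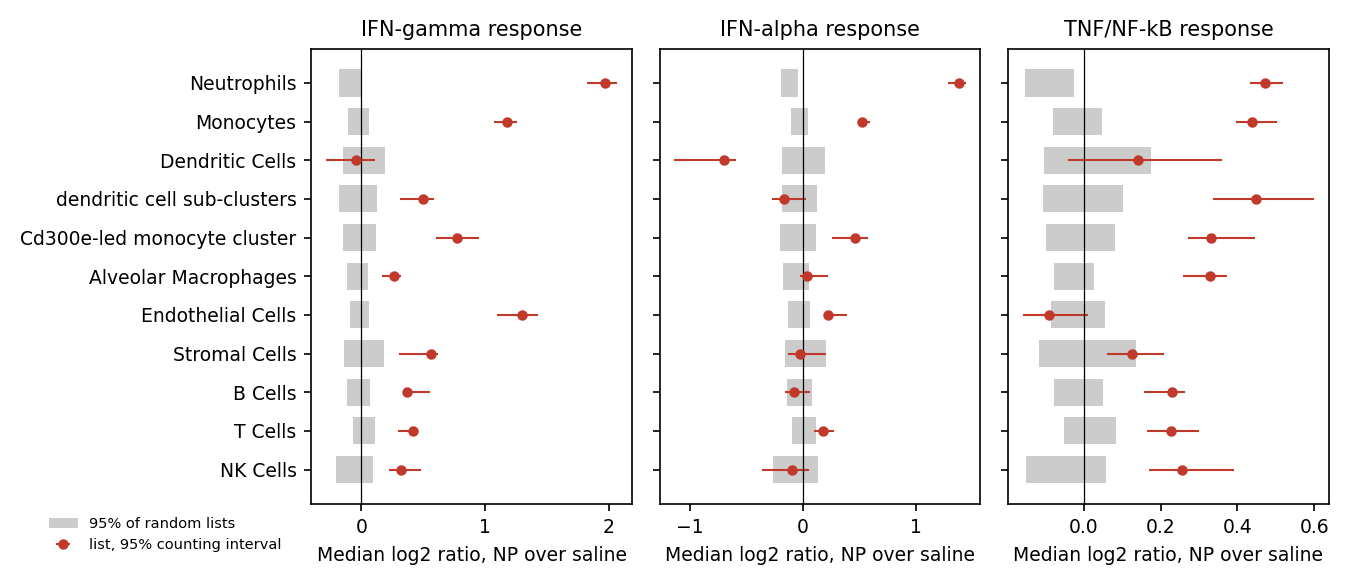
Median log2 ratio of 3 gene lists in each class, NP over saline, with a 95% counting interval, beside the range of 95% of the random lists.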

All myeloid cell populations saw significant upregulation of pathways associated with IFN and TNF signaling in the NP-treated lungs (**Figure 3D**). The Hallmark Interferon Gamma Response was the top upregulated pathway in neutrophils and monocytes, and the second-most upregulated pathway in DCs. 

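The IFN-α list had a median log2 ratio of 1.38 in neutrophils (1.29 to 1.45), with 43 of 44 genes higher in NP cells. In monocytes it was 0.52 (0.49 to 0.59), with 44 of 45 genes higher. The cluster named as dendritic cells had a median of −0.70 (−1.14 to −0.59), below all random lists, with 2 of 23 genes higher. In the sub-clusters led by dendritic cell genes the median was −0.17 (−0.27 to 0.03), and in the Cd300e-led monocyte cluster it was 0.46 (0.26 to 0.58). With a Reactome set in place of the list the medians were 0.20 in neutrophils, 0.23 in monocytes and −0.023 in the dendritic cell cluster.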

The Hallmark Interferon Alpha Response pathway was also highly upregulated in these cells as the third-most and second-most upregulated pathway in neutrophils and monocytes, respectively. 

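The TNF/NF-κB list rose by a median of 0.47 in neutrophils (0.43 to 0.52, 54 of 61 genes higher) and 0.44 in monocytes (0.40 to 0.50, 56 of 61). None of the 10000 random lists was as high in either class. With the 9 genes of the Reactome TNF set the median in monocytes was −0.028. The dendritic cell cluster had a median of 0.14 (−0.04 to 0.36), above 92.4% of the random lists. The sub-clusters led by dendritic cell genes and the Cd300e-led cluster had medians of 0.45 (0.34 to 0.60) and 0.33 (0.27 to 0.45).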

TNFα signaling, as identified in GSEA by both the Hallmark TNFA signaling *via* NFκB and GO Response to Tumor Necrosis Factor gene sets, was also shown to be highly upregulated in neutrophils, monocytes, and DCs. These pathways were the fifth-most, third-most, and top upregulated pathways respectively. IFN and TNF signaling are associated with immune activation and anti-tumor responses in myeloid cells, suggesting that these cells promote adaptive immune responses in NP-treated mice (38–40). Together, these data indicate that nanoparticle administration skews myeloid cells in the lung towards more inflammatory, anti-tumor phenotypes.

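The paper reads the gene and pathway changes as a skew of lung myeloid cells to more inflammatory and anti-tumor phenotypes. In the counts, a list of genes of MHC class I presentation rose by a median of 0.83 in neutrophils (0.75 to 0.90) and 0.66 in monocytes (0.60 to 0.69). The MHC class II list rose by 0.60 in monocytes (0.51 to 0.79). In the cluster named as dendritic cells the medians were 0.18 for class I (0.09 to 0.37) and 0.03 for class II (−0.12 to 0.20). In the sub-clusters led by dendritic cell genes they were 0.44 (0.30 to 0.56) and −0.26 (−0.32 to −0.16), and in the Cd300e-led monocyte cluster 0.45 (0.36 to 0.55) and 1.09 (0.74 to 1.27). A list of granulocyte progenitor genes had medians of 0.30 in neutrophils (0.14 to 0.59) and −0.41 in monocytes (−0.59 to −0.31). Whether these cells acted against the tumor was not measured in these counts.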

**Figure 3:**
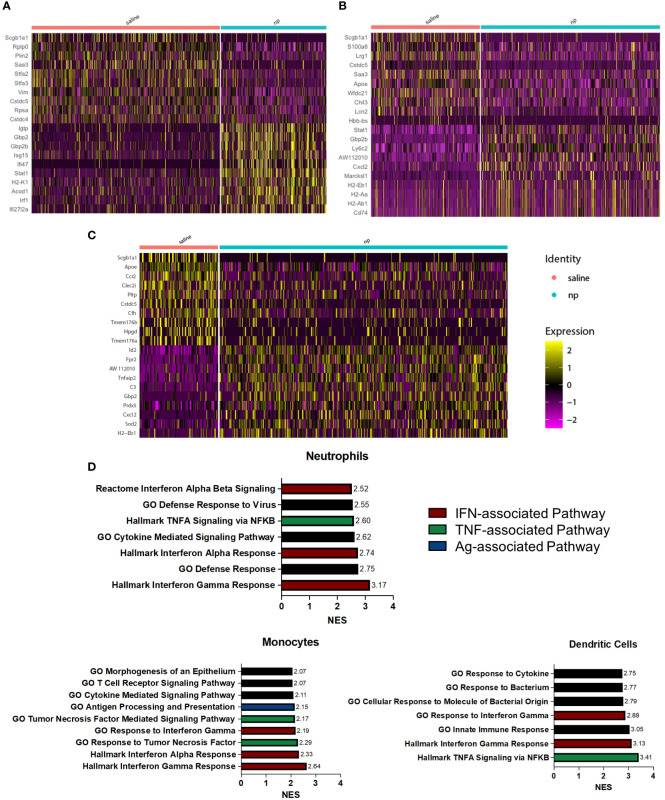
NP administration induces inflammatory, anti-tumor phenotype among pulmonary myeloid cells *in vivo*. Heatmap of differentially expressed genes between **(A)** neutrophils, **(B)** monocytes, and **(C)** dendritic cells at the lungs of 4T1-bearing mice receiving NPs or saline. **(D)** Upregulated pathways among neutrophils, monocytes, and dendritic cells from tumor-bearing mice receiving NPs. Normalized enrichment score (NES) calculated with gene set enrichment analysis.

### Administration of nanoparticles alters the secretome of immune cells

Since immune cells at the pulmonary metastatic niche are recruited from circulation, we next investigated how NPs influence the immune cell composition of the peripheral blood (41). Mice injected with NPs had a significantly higher proportion of monocytes and a lower proportion of neutrophils in their peripheral blood (**Figure 4A**). However, the absolute magnitude of change was small, with a 2.1% increase in monocytes and 2.5% decrease in neutrophils. We thus sought to investigate whether NPs influenced the secretome of cells in the blood and at the lungs. Cells from the lungs and blood were isolated into CD45+ and CD45- fractions and cultured for 18 hours, and the resulting supernatant was analyzed by ELISA. In the lung, NP administration broadly decreased the secretion of cytokines and chemokines in both the CD45+ and CD45- fractions (**Figures 4B–D**). CD45+ immune cells in the lung demonstrated significant reductions in the secretion of both Th1 (IL1β, IFNγ) and Th2 (IL-4, IL-13) cytokines. CD45- lung cells also displayed reduced secretion of Th1 and Th2 cytokines (IL-1β, IL-4, IL-6, IL-13). NP treatment also reduced the secretion of chemokines by both CD45+ (CCL2) and CD45- cells (CCL3, CCL4) in the lung. Interestingly, while NP administration reduced the secretion of most tested cytokines and chemokines, NPs conversely resulted in a 1.6-fold increase in the secretion of TNFα by CD45- lung cells. NP administration did not significantly alter the secretion of cytokines or chemokines in CD45+ or CD45- cells in the blood, with the exception of a 1.7-fold increase in CCL3 secretion by CD45- cells. Taken together, these data show that nanoparticles alter the ratios of immune cells in circulation and the secretion of cytokines and chemokines, reducing pathological inflammation in the lung.

**Figure 4:**
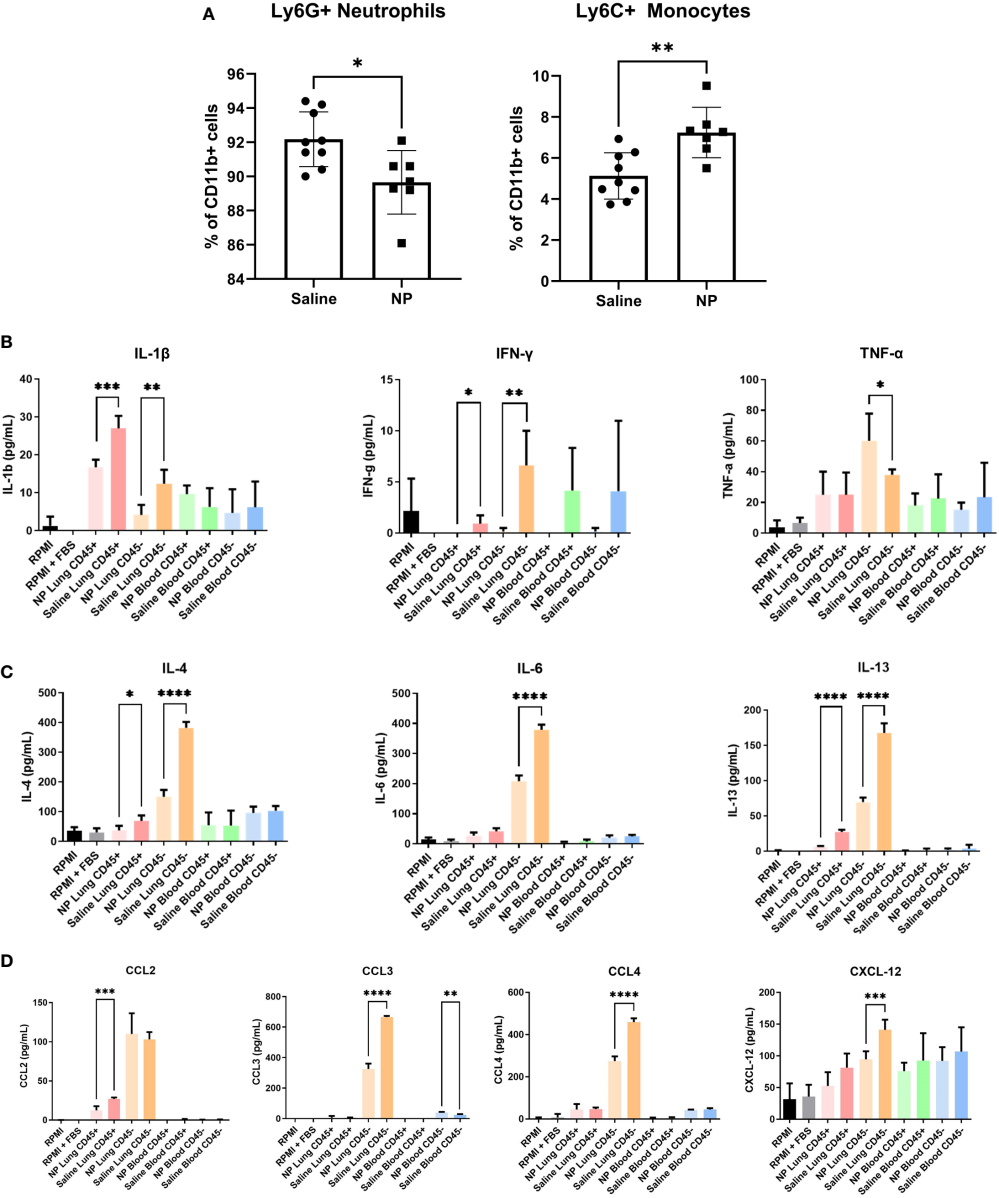
*In vivo* administration of NPs modulates immune cell composition and secretome. **(A)** Flow cytometry quantification of Ly6G+ neutrophils and Ly6C+ monocytes in peripheral blood of 4T1-bearing mice that received NPs (n=7) or saline (n=9). Ratios are calculated as % of CD11b+ myeloid cells. CD45+/- cell fractions were magnetically sorted form peripheral blood and lungs, and cultured for 16h *in vitro*. Secretome was analyzed with ELISA (n=5 mice per group) for cytokines associated with **(B)** Th1 and **(C)** Th2 responses, and **(D)** chemokines. Two-tailed unpaired t-tests assuming unequal variance were performed for single comparisons between two conditions, * p ≤ 0.05, ** p ≤ 0.01, *** p ≤ 0.001, **** p ≤ 0.0001.

### Efficacy of nanoparticles in resection model and their abrogated efficacy in a T-cell-deficient model

As NP treatment led to an induction of signaling pathways associated with adaptive immunity, we investigated the role of T-cells in the clearance of metastases using a T-cell-deficient mouse model. RAG1-KO and BALB/c mice were inoculated with orthotopic 4T1 tumors and received either NP treatment or saline control. Longitudinal primary tumor (PT) volumes were recorded for the cohort of mice (**Figure 5A**). As observed previously, NPs significantly reduced PT growth in BALB/c mice. Conversely, no statistical difference was observed between the PT volumes of RAG1-KO mice receiving NPs and those receiving saline, across all time points. These data demonstrate that, without mature T-cells, NPs did not reduce PT growth. Next, the impact of T-cells on the NP-mediated inhibition of pulmonary metastasis was investigated by imaging the lungs of tumor-bearing mice. Lungs were collected from NP- or saline-treated BALB/c and RAG1-KO mice 21 days after tumor inoculation. Consistent with our previous studies, metastatic colonization of the lungs was completely inhibited in 9/10 BALB/c mice receiving NPs (**Figures 5B, C**). In contrast, NPs had no effect in the T-cell deficient mice. The entire cohort of RAG1-KO mice developed lung metastases, regardless if NPs or saline was administered (**Figures 5B, C**). Collectively, these data demonstrate that NP-mediated inhibition of lung metastases relies on the presence of a functional adaptive immune response.

**Figure 5:**
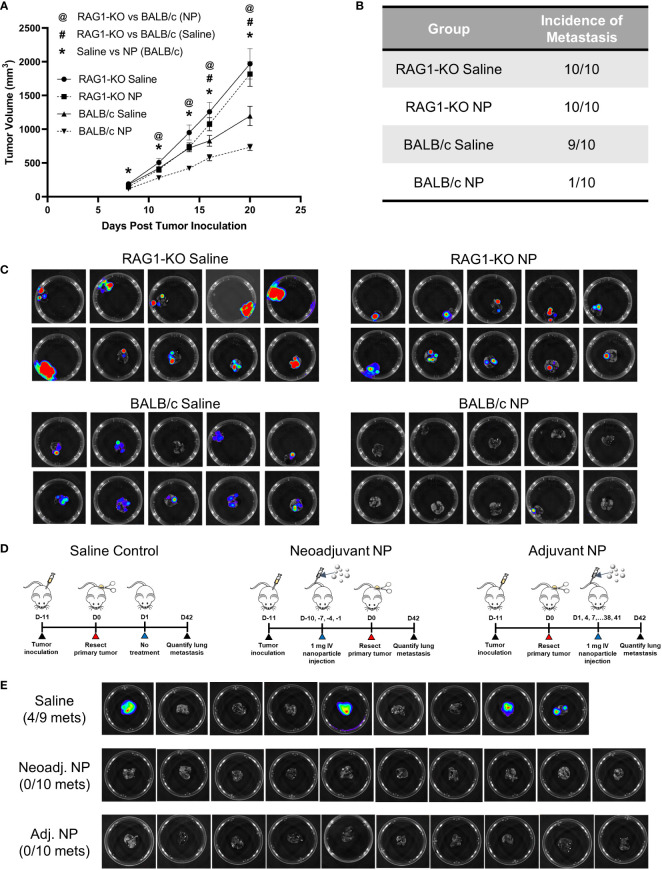
The NP-mediated clearance of metastatic tumors *in vivo* is dependent on functional T-cells. **(A)** Longitudinal PT growth in 4T1-bearing BALB/c or RAG1-KO mice receiving saline or NPs (n=10 per group). **(B)** Proportion of BALB/c versus RAG1-KO mice with pulmonary metastases at D21 post-tumor inoculation and **(C)** BLI of the lungs. **(D)** Schematic of PT resection model and treatment. NPs were administered either before (neoadjuvant) or after (adjuvant) PT resection. **(E)** Lung BLI of BALB/c mice receiving NPs or saline (n=9-10 per group) in PT resection study. Two-tailed unpaired t-tests assuming unequal variance were performed for single comparisons between two conditions. Statistically significant differences in PT growth (p < 0.05): RAG1-KO NP vs BALB/c NP (@), RAG1-KO saline vs BALB/c saline (#), and BALB/c NP vs BALB/c saline (*).

Since mature T-cells were necessary for the NP-mediated reduction of pulmonary metastases, we hypothesized that NP administration modulated the immune system to promote tumor cell clearance. We investigated this hypothesis by utilizing a PT resection model, with the goal of studying the impact of NPs on established metastases in the absence of the PT. BALB/c mice were inoculated and split into three cohorts receiving saline control, neoadjuvant nanoparticle treatment (NP administration pre-resection), or adjuvant nanoparticle treatment (NP administration post-resection) (**Figure 5D**). Excitingly, NP administration completely abrogated lung metastases in both the neoadjuvant and adjuvant cohorts, compared to 44% of saline-treated mice developing metastases (**Figure 5E**). The absence of metastases in the adjuvant cohort, in which NPs were delivered after the formation of established metastases, indicates that NP treatment led to the clearance of pulmonary metastases. Taken together, these data indicate that T-cells are necessary for the NP-mediated reduction of pulmonary metastases and that adjuvant nanoparticle treatment can induce the clearance of established metastatic lesions.

## Discussion

In this study, cargo-free immunomodulatory PLG NPs were investigated in the 4T1 murine model of TNBC for therapeutic efficacy in the neoadjuvant and adjuvant setting to manage disease and treat metastasis. Immunotherapies have emerged as a powerful tool for treating localized and metastatic cancers, with their continued development being supported by the nearly 6,300 active clinical trials investigating immunomodulatory agents in cancer that have begun since 2020 (42). However, despite the durable responses in some patients and FDA approvals, the majority of TNBC patients are not responsive to checkpoint inhibition. In the randomized, open-label, phase 3 trial (KEYNOTE-119) of the checkpoint inhibitor pembrolizumab in metastatic TNBC patients, investigators observed a 9.6% objective response rate (43). Interestingly, mounting evidence has demonstrated that checkpoint blockade resistance is driven, in part, by immunosuppressive components of the tumor microenvironment, including myeloid cells (16). This report details an immunomodulatory nanoparticle platform that can reprogram innate immune cells to skew the immunosuppressive microenvironment toward an inflammatory, anti-tumor milieu. These NPs have been investigated with other tumor models (B16F10, MC38, LLC) and are effective at limiting growth of the primary tumor, and this manuscript investigates their use for metastatic disease (44).

We found that primary tumor growth in the 4T1 model of metastatic TNBC was reduced as a result of neoadjuvant NP administration. Clinically, the majority of TNBC patients receive neoadjuvant chemotherapy with the goal of reducing PT volume prior to surgical resection (45). In the KEYNOTE 522 trial, 64.8% of patients receiving a combination of pembrolizumab and chemotherapy demonstrated a pathologic complete response. Notably, this combination of immunotherapy and chemotherapy improved the PCR rate relative to either treatment alone (51.2% for chemotherapy or 21.4% for pembrolizumab, as monotherapies). We have previously reported that cargo-free PLG NPs improved the efficacy of checkpoint inhibition in reducing PT growth, when delivered together as a combination therapy (32). Whereas other nanoparticle approaches deliver pharmaceutic agents, these cargo-free NPs function by a distinct mechanism from either chemotherapy or checkpoint blockade, and modulate immune responses based on the physiochemical properties of the NPs (25, 44). These nanoparticles are made of poly(lactide-co-glycolide), a biodegradable, nontoxic, and FDA-approved polymer already being using in the clinic, and as such, have the great potential to supplement existing therapies and improve disease management when administered as a neoadjuvant therapy.

Adjuvant NP administration, following PT resection in a murine model of TNBC, led to clearance of pulmonary metastases. For many cancer types, metastatic disease marks the stage where treatment no longer has curative intent, and disease progression leads to mortality. While significant advances have been made in the treatment of localized breast cancer, few therapies exist to effectively treat metastasis. As such, breast cancer diagnoses have a 99% five-year survival rate for localized disease, yet survival drops to 29% for metastatic disease (46). The disparity in outcomes between primary and metastatic disease necessitates novel strategies for targeting the microenvironments that support metastatic colonization and the subsequent progression of disease. Immunotherapies have been pursued with the goal of stimulating an anti-tumor immune response to treat metastasis. To investigate the efficacy of immunomodulatory, cargo-free NPs in clearing metastatic lesions, we administered NPs in the adjuvant setting, in which therapy is delivered after surgical resection of the primary tumor. This allows for an intervention to be studied in the clinical context of established metastatic lesions without a PT. Excitingly, we observed that adjuvant NP therapy led to the clearance of pulmonary metastases. These results demonstrate the potential for the cargo-free NP platform as a treatment for metastatic disease in advanced TNBC.

NP administration alters the immune cell composition at the metastatic niche, in part through altered cytokine secretion that impacts recruitment from circulation. In particular, the lungs of NP-treated mice had a marked decrease in the proportion of neutrophils as identified by single cell RNA sequencing, consistent with previous reports (32). Neutrophils suppress effector cell responses in the metastatic niche, and neutrophil depletion has been shown to inhibit metastasis (20, 47). While nanoparticle administration resulted in modest changes in immune cell composition in peripheral blood, we observed large changes in neutrophil accumulation at sites of disease that cannot be explained by systemic changes in composition alone. We found that NP administration drastically reduced the secretion of monocyte and neutrophil-attracting chemokines at the lung, suggesting that nanoparticles induce tissue-specific changes in immune cell recruitment. In particular, the NP-induced downregulation of CCL2 secretion by CD45+ cells and CCL3 by CD45- cells in the lung may disrupt the continued accumulation of immunosuppressive myeloid cells at the metastatic niche. Both CCL2 and CCL3 promote the recruitment and retention of monocytes and monocyte-derived macrophages, while CCL3 also supports the accumulation of neutrophils at metastatic sites (10, 48, 49). CXCL12, which was downregulated in the CD45- lung cells with NP treatment, has also been implicated in the recruitment and retention of neutrophils to the metastatic niche (50). Overall, these findings suggest that NP administration reduces the secretion of inflammatory chemokines and recruitment of metastasis-supporting myeloid cells to the lung, thereby inhibiting the formation of an immunosuppressive metastatic niche.

NP-mediated immunomodulation can disrupt metastasis-promoting immunosuppression and promote an anti-tumor inflammatory environment at metastatic sites. The accumulation of immunosuppressive myeloid cells in peripheral blood and at distant tissues correlates with poor clinical outcomes and immunotherapy resistance (17). Myeloid cells suppress T-cell function in advanced metastases through their secretion of reactive oxygen species and surface expression of markers such as PD-L1 (12, 13, 15). In the lungs of NP-treated mice, inflammatory gene expression pathways and inflammatory myeloid cell subsets were upregulated, in comparison to the lungs of saline-treated mice. Signaling pathways associated with IFNγ and TNFα were significantly upregulated in neutrophils, monocytes, and dendritic cells. IFNγ signaling has been associated with anti-tumor cytotoxicity in neutrophils, as well as maturation of monocytes and DCs, which can lead to the activation of tumoricidal NK and T-cells (38, 39). Similarly, TNFα has been associated with neutrophil cytotoxicity and tumoricidal polarization of monocyte-derived macrophages (40, 51). Notably, while TNFα secretion increased with NP administration, IFNγ secretion decreased, suggesting that the upregulation of genes associated with IFNγ signaling may be a direct result of NP internalization. This connection is further supported by the presence of neutrophil and monocyte subpopulations that highly express IFNγ-associated genes in the lungs of nanoparticle-treated mice.

T-cell activity was critical to the NP-induced clearance of metastatic tumor cells. T-cell immunity is a vital component of anti-tumor immune surveillance, and cancer-induced T-cell dysfunction is a major mechanism of immune escape (52). The infiltration of immunosuppressive myeloid cells contributes to T-cell anergy and the recruitment of regulatory T-cells, and previous therapeutic strategies targeting immunosuppressive myeloid cells have demonstrated success in enhancing anti-tumor T-cell activity (53). The delivery of NPs following surgical resection, at a time in which metastases had already seeded the lungs, abrogated metastatic colonization, suggesting that NPs reprogram the metastatic niche to promote the active clearance of metastatic tumor cells. As NPs showed efficacy in immunocompetent mice, but were ineffective in T-cell-deficient mice, this clearance is likely driven by T-cells. While the induction of inflammatory gene expression programs in neutrophils may induce anti-tumor neutrophil cytotoxicity, the lack of response in T-cell-deficient mice demonstrates that tumor clearance by innate immune cells alone is insufficient, and that T-cells are essential to the NP-mediated reduction of pulmonary metastases (54). Interestingly, NP administration significantly increased DC activation and the proportion of Th1/Th2 CD4+ T cells and cytotoxic CD8+ T cells. While we could not distinguish between Th1 and Th2 CD4+ T cells in our data, polymeric nanoparticles have previously been reported to induce Th1 phenotypes, motivating further study on how cargo-free nanoparticles stimulate anti-cancer adaptive immune responses (55, 56).

In conclusion, we report that cargo-free PLG NPs augment PT resection by abrogating distant recurrence when administered either as a neoadjuvant or adjuvant therapy. NPs modulated the immune microenvironment of the lungs, a metastatic site in TNBC, skewing suppressive immune cells toward inflammatory, anti-tumor phenotypes. NP administration enhanced T-cell-mediated tumor cell clearance, and their efficacy was nullified in a T-cell-deficient model. These promising results demonstrate the utility of cargo-free nanoparticles as a novel, immunomodulatory neoadjuvant/adjuvant therapy to mitigate recurrence during the management of advanced cancers.

## Data availability statement

The sequencing data presented in the study are deposited to the NCBI GEO repository under accession number GSE217900.

## Ethics statement

The animal study was reviewed and approved by University of Michigan Institutional Animal Care & Use Committee.

## Author contributions

RR and JM primarily conceptualized the experiments included in this manuscript with input from TM, AE, and LS. Experiments were primarily performed by RR, JM, and YZ with additional experimental and analysis support from SO, JW, MZ, SK, QX, and JP. The paper was drafted by RR and JM with input from SO, JW, MZ, SN, TM, AE, JJ, and LS. All authors contributed to the article and approved the submitted version.

## Funding

Funding for this research was provided by COUR Pharmaceutical Development Co, Inc., and the National Institutes of Health under award numbers 1R01AI148076, 1R01AI155678, 1R01CA243916, and R01CA214384. Transcriptomic analyses were supported by the National Cancer Institutes of Health under Award Number P30CA046592 by use of the following Cancer Center Shared Resource: Single Cell and Spatial Analysis Shared Resource.

## Acknowledgments

We would like to acknowledge the University of Michigan Rogel Cancer Center Immunology Core for assistance with cytokine measurements and the Advanced Genomics Core at the University of Michigan for library preparation and next-generation sequencing of transcriptomic samples.

## Conflict of interest

Authors SK, QX, JP, TM, and AE are employees of COUR Pharmaceutical Development Co, Inc., and author LS consults and has financial interests in COUR Pharmaceutical Development, Inc.

These studies were funded, in part, by COUR Pharmaceutical Development Co, Inc., which holds the intellectual property for nanoparticles studied in this manuscript.

The remaining authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

How the deposited data were processed for this re-analysis (not part of the article)

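The single-cell data come from lungs of mice with 4T1 tumors, with 1 library from saline-treated and 1 from NP-treated mice, each a pool of mice. The authors aligned the reads with Cell Ranger and deposited raw count matrices with 32285 genes per library. Each count is a number of UMIs. The deposited matrices hold 1778347 saline and 1757924 NP barcodes with a UMI, before any cell was selected. The genome build is not stated with the counts, and gene positions given here are from GENCODE on GRCm38, in which 99.6% of the gene identifiers were found.

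From these counts, cells with 500 to 5000 detected genes and under 7.5% mitochondrial UMIs were kept. Counts were scaled to 10000 per cell and log transformed. The 2000 most variable genes gave 30 principal components, and clusters came from a shared neighbor graph with 20 neighbors by the Leiden method at resolution 1. Both libraries were clustered together without integration, and doublets were kept. Clusters were named from marker lists, and a cluster was left unnamed when at least 2 of its top 10 genes were markers of a second class whose score was at least 0.75 of the first. A cluster of 54 saline and 48 NP cells with 2 neutrophil markers was therefore named as B cells, with scores of 7.30 for B cells and 5.19 for neutrophils. The paper's own cluster labels were not used here, so a difference from the paper may come from names rebuilt here.

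The tools were Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, igraph 0.11.9, leidenalg 0.10.2 and matplotlib 3.10.9, with Scrublet from scanpy 1.11.5 (anndata 0.12.19) for doublets. Gene changes are log2 ratios of pooled CPM, the UMIs of a gene scaled to the total of its class, with a count under 3 set to 3. With 1 library per condition there are no p-values, standard errors or counts of changed genes. Subset shares use the marker lists of Table S2, which the authors chose on these same cells. Each score used the 30 list genes with the largest fold.

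The gene lists were written by hand and cover IFN-γ, IFN-α and TNF/NF-κB responses, MHC class I and class II presentation, dissociation stress, granulocyte progenitors and secretome transcripts. List genes needed 20 UMIs over both libraries. A median has an interval from 1000 Poisson draws, and it was placed among 10000 random lists matched in 20 bins of expression. RNA from other cells was estimated from barcodes with under 50 UMIs, scaled by lung epithelial secretory genes. By this estimate it made up 2.91% of saline and 1.19% of NP neutrophil UMIs, and 4.60% and 0.684% in monocytes. The 4.60% is too high, since S100a8 allows at most 3.12% and 1 saline monocyte held 2715 of the 3150 Scgb1a1 UMIs.

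Genes named in the text are those the paper names in its results or heatmaps, the 5 highest and 5 lowest ratios per class among genes with at least 200 UMIs, and the secretome genes. A gene outside this rule was chosen after its values were seen. Some of the genes under this rule and 1 group of T cell genes are not reported here. The lists, marker genes, naming rule and most alternatives were set before the data were examined. The alternatives were other gene and mitochondrial limits, doublet removal, resolution, variable genes, classes from each cell's own marker score, thresholds, thinning depths, full subset lists, scaling, subtraction of free RNA, equal weight per cell, Reactome sets and a TNF/NF-κB list without stress genes. Doublet removal with 1 shared threshold, a second free RNA profile and 2 other definitions of dendritic cells were chosen after seeing the data.

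The calculations were tested on simulated data. The cells with the highest share of a class's markers stood in for that class, in place of the clusters analysed here. Poisson counts were drawn from their pooled means, without spread between cells. This gave 9218 genes for neutrophils, 11860 for monocytes and 11736 for dendritic cells, with 200 changed genes each. The results below therefore do not show how the intervals perform in the dendritic cell cluster of 18 saline and 34 NP cells. The 95% intervals held the true ratio for 96.0%, 95.6% and 95.8% of genes. Changed genes with at least 200 UMIs had the right direction in 100% of cases. A list with a true median of 0.99 in neutrophils was measured at 0.98. An unchanged list lay above 47.9% of random lists in neutrophils, 77.5% in monocytes and 53.1% in dendritic cells.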

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

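The tests of mixed-in cells and of free RNA in the classes below were chosen only after the results were seen. The rule here was a gene list that rose in a class outside the paper's pathway analysis, with an interval above 0 and no random list as high. It was applied to 5 lists, those of IFN-γ, IFN-α, TNF/NF-κB, MHC class I and MHC class II. Outside these 5, the granulocyte progenitor list rose by 4.88 in NK cells (4.18 to 5.36), and in alveolar macrophages the dissociation stress list rose by 0.30 (0.23 to 0.35) and the secretome transcripts by 0.78 (0.31 to 0.88). The NK value rests on 5 genes, and the list shares Ltf, Camp and Ngp with the neutrophil markers. S100a8, a neutrophil transcript, also rose by 0.74 in NK cells. Neutrophil RNA or cells mixed into NK cells were not tested as the cause.

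The IFN-γ list rose by a median log2 ratio of 1.30 in endothelial cells (1.10 to 1.43), 0.56 in stromal cells (0.31 to 0.62) and 0.42 in T cells (0.30 to 0.46). It rose by 0.37 in B cells (0.34 to 0.55), 0.32 in NK cells (0.22 to 0.48) and 0.26 in alveolar macrophages (0.17 to 0.32). The IFN-α list rose by 0.22 in endothelial cells. The TNF/NF-κB list rose by 0.23 in B cells, 0.23 in T cells, 0.26 in NK cells and 0.33 in alveolar macrophages. Without its stress genes that list was 0.24 in B cells, 0.23 in T cells, 0.24 in NK cells and 0.33 in alveolar macrophages. The class I list rose by 0.90 in endothelial cells, 0.26 in B cells and 0.45 in NK cells.

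A response limited to myeloid cells would leave the IFN-γ list near 0 in endothelial, B and T cells, and the lowest of the 3 medians was 0.37, in B cells. With the Reactome set in place of the list they were 0.17 in endothelial, 0.11 in B and 0.14 in T cells, before any free RNA was taken away. The size of the rise therefore depends on the list. Free RNA from other cells was bounded by S100a8, a neutrophil transcript. The highest share it allows was taken from the NP cells alone, without rescaling what was left. The list then stayed at 1.28 in endothelial cells and 0.25 in T cells, which argues against free RNA as the whole cause in these 2 classes. The endothelial rise also argues against a response limited to myeloid cells. Lyz2, Tyrobp and Fcer1g, which mixed-in myeloid cells would bring, fell there (−0.48, −1.32 and −1.06). In T cells Lyz2 rose by 1.26, while Tyrobp and Fcer1g had ratios of −0.24 and −0.01. Myeloid cells mixed into T cells were not tested for this list, so the T cell rise does not decide this. The list stayed at 0.26 in stromal cells, 0.14 in alveolar macrophages, 0.092 in B cells and 0.045 in NK cells, where free RNA and a change of the cells cannot be told apart. In B cells the list was 0.24 with 1000 variable genes, before any free RNA was taken away. Neutrophils or their precursors mixed into NK or B cells were not tested for this list, and apart from the class II list in endothelial cells free RNA was not tested for the other lists. In stromal cells the IFN-γ list was 0.031 at Leiden resolution 2, so that rise depends on the clustering. In endothelial and T cells a response to NP treatment stays open and was not tested in replicates. Each condition was 1 library, so a difference between the library preparations cannot be told apart from it.

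The class II list rose by 1.85 in endothelial cells (1.64 to 2.13) and 3.05 in stromal cells (2.69 to 3.24). Under 13 alternatives the endothelial value ranged from 0.63, with a minimum of 200 detected genes, to 2.26. With 1000 variable genes it was 1.56. Cells mixed into these classes would bring Lyz2, Tyrobp, Fcer1g or Cd79a. In NP endothelial cells these transcripts allow 16.7% of the Cd74 level, which argues against mixed-in phagocytes, dendritic cells or B cells as the whole cause. With free RNA subtracted, the list in endothelial cells was 2.26 with the profile of barcodes with under 50 UMIs and 2.20 with that of 50 to 99 UMIs. The first took 6.7% from NP endothelial cells, above the 1.64% that S100a8 allows. Whether the second, at 5.0%, took too much was not tested, so neither value measures the size of the rise. In NP stromal cells Lyz2, Tyrobp, Fcer1g and Cd79a allow 161% of the Cd74 level, so mixed-in cells and a change of the stromal cells cannot be told apart. In endothelial cells a response to NP treatment stays open, as does a difference between the libraries.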

How the results depend on the processing

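Doublet removal with 1 shared threshold, free RNA from barcodes with 50 to 99 UMIs, dendritic cells from sub-clusters, and the Cd300e-led cluster counted as dendritic cells were chosen after seeing the data. All values are log2 ratios or median log2 ratios, and the cause of each change was not tested. No paired analysis was possible because each condition has 1 library. Planned doublet removal per library was not run, since the automatic threshold called 1 saline cell and 311 NP cells. A change of sign was counted as reversed only where the interval of the value left 0 out, and otherwise as moved or as within the interval. Of the values that answer a comparison, 367 stayed within the interval, 73 moved and 3 reversed. Of the others, 1169 stayed, 344 moved and 21 reversed. Under the 8 alternatives run for shares, neutrophils stayed lower (−1.03 to −0.76) and endothelial cells higher (1.76 to 1.95). Under 14 alternatives the IFN-γ list stayed higher in neutrophils (0.63 to 2.10) and monocytes (0.32 to 1.22).

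A minimum of 200 genes gave shares of inflammatory DCs −1.57, non-classical monocytes 0.47, transitional monocytes −1.96 and all monocytes 0.84, an IFN-γ list in stromal cells of 0.65 and a class II list in endothelial cells of 0.63. A minimum of 800 genes gave shares of neutrophils −1.03, IFN-associated neutrophils 3.18 and transitional neutrophils −1.85, and in neutrophils TNF/NF-κB 0.52 and IFN-α 1.48. Without an upper gene limit the IFN-γ list in stromal cells was 1.06 and Tnf in monocytes reversed to −0.0042. With under 15% mitochondrial UMIs inflammatory DCs were −1.54.

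With 1000 variable genes inflammatory DCs were −1.47, neutrophil progenitors 1.11, the IFN-γ list in B cells 0.24 and the class II list in endothelial cells 1.56. At Leiden resolution 2 the IFN-γ list in stromal cells was 0.031 and neutrophil progenitors were 1.11. With cells classed by their own marker score the IFN-γ list was 0.64 in stromal cells, 1.79 in neutrophils, 0.39 in dendritic cells and 0.57 in B cells. The IFN-α list was 1.28 in neutrophils and −0.072 in dendritic cells, and mature neutrophils were −0.47. Hba-a1 in monocytes (0.57), Id2 (−0.47) and Cxcl2 (0.39) in dendritic cells reversed. With doublets over 1 shared threshold removed the IFN-γ list was 0.25 in B cells and 0.22 in NK cells.

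With the Cd300e-led cluster counted as dendritic cells, Cxcl2 (2.36), Il1b (0.43), Tmem176b (−1.13) and the secretome transcripts (0.47) reversed in dendritic cells. The lists were 0.41 (TNF/NF-κB), −0.12 (IFN-α) and 0.55 (IFN-γ), and shares were 0.79 for monocytes and 1.86 for dendritic cells. With sub-clusters the lists were 0.45, −0.17 and 0.50, and Cxcl2 (3.60), secretome transcripts (0.98), Wfdc17 (0.0051), Il1b (0.32) and Lgals3 (−0.017) reversed.

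A threshold passed by 1% of saline cells gave IFN-associated neutrophils 4.22, pro-tumor 0.42, progenitors 1.11 and transitional −1.39. A threshold of 10% gave mature neutrophils −0.42, IFN-associated monocytes 0.87 and IFN-associated neutrophils 2.40. With all genes of each subset list IFN-associated monocytes were 2.07, IFN-associated neutrophils 2.61, mature neutrophils −0.16, non-classical monocytes 2.18 and activated dendritic cells 1.43, and progenitors (−0.090) and inflammatory DCs (0.022) reversed.

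Scaling to a median ratio of 0 gave 0.60 (TNF/NF-κB), 1.52 (IFN-α) and 2.10 (IFN-γ) in neutrophils, by construction. Equal weight per cell gave 0.52, 1.57 and 2.09 there, and 0.46 for IFN-α in monocytes. List genes with at least 100 UMIs gave a class II list of 2.26 in endothelial cells and an IFN-γ list of 1.77 in neutrophils. Without stress genes TNF/NF-κB in monocytes was 0.60.

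Reactome sets gave IFN-γ 0.63 in neutrophils, 0.32 in monocytes, 0.24 in stromal, 0.21 in NK, 0.14 in T, 0.11 in B and 0.17 in endothelial cells, and 0.16 in dendritic cells. They gave IFN-α 0.20 in neutrophils, 0.23 in monocytes and −0.023 in dendritic cells, and TNF 0.089 in neutrophils and a reversed −0.028 in monocytes.

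Free RNA subtraction (under 50 UMIs) gave TNF/NF-κB 0.53 in monocytes and a class II list of 2.26 in endothelial cells. In NP endothelial cells it took 6.7%, above the 1.64% that S100a8 allows. In monocytes S100a8 (12.12), Cstdc5 (5.82), Lcn2 (0.54), Stfa2 (4.21) and Stfa3 (3.00) reversed. With 50 to 99 UMIs the class II list was 2.20, and Stfa3 (3.47), Stfa2 (2.13) and Cstdc5 (6.54) reversed. The estimate of 4.60% free RNA in saline monocytes is above the 3.12% that S100a8 allows, and 1 cell held 2715 of the 3150 Scgb1a1 UMIs that went into it. Too much was therefore subtracted with the profile of under 50 UMIs, and its changes of sign are no evidence of a rise. With 50 to 99 UMIs the estimate was 2.67%, scaled by the same secretory genes, and whether it took too much was not tested, so those changes of sign stay open.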

Differences from the paper's values

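A value was counted as different from the paper's when its 95% interval left the paper's value out and the 2 were over 1.5 times apart, and a gap was closed when this no longer held. The cell shares are percentages of all cells kept. For saline endothelial cells the share was 4.94% against the paper's 10.6%, and the 7 alternatives set before the data were examined gave 3.34% to 6.05%, none of which closed the gap. Fig. 2B shows about 4.4%, read by eye. Saline B cells were 6.00% against the paper's 3.3%, with 5.51% to 6.31% under the alternatives, none of which closed it, and about 6.1% in Fig. 2B, read by eye. Saline T cells were 5.85% against the paper's 2.4%, with 5.40% to 5.98%, none of which closed it, and about 5.8% in Fig. 2B, read by eye.

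Saline dendritic cells were 0.208% against the paper's 1.2%. Classing each cell by its own marker score gave 0.901% and closed the gap, and the other 6 alternatives did not. NP dendritic cells were 0.408% against the paper's 4.6%, and the alternatives gave 0.367% to 1.13%, none of which closed it. Counting the Cd300e-led cluster as dendritic cells, a setting chosen after seeing the values, gave 1.33% and 4.82%, which reaches the paper's values. Under that setting monocytes were 8.02% and 13.8%.

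NP endothelial cells were 18.2% against the paper's 11.4%. Minimums of 200 genes (12.4%) and 800 genes (15.8%) closed the gap and the other 5 alternatives did not. Fig. 2B shows about 16%, read by eye. NP stromal cells were 3.20% against the paper's 5.2%. A minimum of 200 genes (5.68%) and classing by each cell's own marker score (3.67%) closed the gap, and the other 5 did not. Shares whose interval left the paper's value out while under 1.5 times apart were NP B cells (7.72% against 11.3%), NP monocytes (18.3% against 13.8%), saline monocytes (9.14% against 7.7%), saline stromal cells (1.81% against 2.7%), NP T cells (5.03% against 6.7%) and neutrophils (64.2% against 65.5% and 37.0% against 38.1%).

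For subset shares the measures differ in kind, since the paper counted cells of clusters and the values here count cells past a list score. The share of pro-tumor neutrophils decreased 1.17-fold against the paper's 2-fold, and the 12 alternatives gave 0.7496 to 1.21, none of which closed the gap. Transitional monocytes decreased 12.7-fold against the paper's 1.5-fold. A threshold passed by 1% of saline cells (6.72-fold) closed it only through its wider interval, and the other 11 did not. The dendritic cell lists were scored over all mononuclear phagocytes (875 saline and 1640 NP cells), of which 792 and 1521 were monocytes. The paper gives shares of dendritic cells instead. The share past the classical list decreased 2.13-fold against the paper's 4.5-fold. The 1% threshold (1.87-fold) lay farther from the paper's value and closed it only through its wider interval, and the other 11 did not. The share of phagocytes past the activated list increased 1.44-fold against the paper's 4-fold. The 1% threshold (1.87-fold, only through its wider interval) and all genes of the list (2.69-fold) closed it, and the other 10 did not. In sets chosen after seeing the data, the increase was 9.82-fold (3.73 to 25.8) in the Cd300e-led cluster. It was 1.69-fold (0.474 to 6.01) in the sub-clusters led by dendritic cell genes.

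The paper describes a larger T cell share after NP administration. The share here was 0.859 times the saline share, and Fig. 2B shows about 5.8% and about 5.2%, read by eye. None of the 8 alternatives run gave a larger share. The paper places inflammatory DCs mainly in NP-treated mice, and the share of mononuclear phagocytes past that list was 0.583 times the saline share. With all genes of that list the log2 ratio was 0.022, and in the sub-clusters led by dendritic cell genes, chosen after seeing the values, 3 of 63 saline and 6 of 112 NP cells passed it. The paper reports a rise of Tnfaip2, Gbp2 and Cxcl2 in dendritic cells. The cluster named as dendritic cells here was led by Siglech, like plasmacytoid dendritic cells, with 18 saline and 34 NP cells. The paper's dendritic cells were 1.2% and 4.6% of cells and are described as classical and activated, so the cells compared may differ. In this Siglech-led cluster Tnfaip2 had a log2 ratio of −0.11, Cxcl2 had −2.32, and Gbp2 had 2 UMIs in each library. With dendritic cells from sub-clusters, and with the Cd300e-led cluster, both chosen after seeing the values, these genes rose. With each cell classed by its own marker score Cxcl2 had a ratio of 0.39. The paper reports IFN pathways up in all 3 myeloid populations, and its text ranks the IFN-α response only in neutrophils and monocytes. In the Siglech-led cluster, which may not hold the paper's dendritic cells, the IFN-γ list had −0.04 and the IFN-α list −0.70. The IFN-γ list was 0.50 in the sub-clusters, 0.55 with the Cd300e-led cluster counted as dendritic cells, both chosen after seeing the values, 0.39 with each cell classed by its own marker score, 0.062 for genes with at least 100 UMIs and 0.16 with the Reactome set. The IFN-α list stayed below 0 under the 16 alternatives run, at −0.81 to −0.023, and was 0.46 in the Cd300e-led cluster taken alone, also chosen after seeing the values.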

Other observations

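The tests of Hbb-bs and of the Cd300e-led cluster were chosen only after the results were seen.

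Scgb1a1, an airway secretory gene, fell in neutrophils, monocytes and dendritic cells. In barcodes with under 50 UMIs its log2 ratio was −3.65, against −3.93 in neutrophils, −3.56 in B cells and −3.87 in T cells. It was −2.15 in NK cells, −1.69 in alveolar macrophages, −1.64 in endothelial cells and −1.13 in stromal cells, so the level in such barcodes did not change alike with that in every class, and why was not tested. In monocytes the ratio of −5.74 became −3.08 without the 2 highest cells of each library. Free RNA from other cells may account for much of the fall in neutrophils, B cells and T cells. Of saline neutrophils, 34.1% had a Scgb1a1 UMI, and 4.31% of NP neutrophils did. After thinning the shares were 8.08% and 1.00%. Why the free RNA differed between the libraries was not tested.

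Neutrophils past the neutrophil progenitor list had fewer UMIs than others, with medians of 4319 and 6207 in the saline library. The score is a share of a cell's UMIs, so the same endothelial RNA counts for more in a cell with fewer UMIs. The lower medians therefore cannot decide whether doublets were the cause. In the NP library their granulocyte progenitor transcripts had a log2 ratio of −0.30 against other neutrophils, and in the saline library −2.49. Endothelial RNA in neutrophils and a progenitor state cannot be told apart, since the score itself rests on endothelial genes.

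Cells past the inflammatory DC list carried S100a8 and S100a9 at a log2 excess of 3.55 in the saline library and 4.18 in the NP library. The score holds other neutrophil markers, so such an excess was expected from the list itself. Their median UMIs were 15660 against 15094 in other saline phagocytes and 16245 against 14725 in other NP phagocytes. Neutrophil RNA or doublets and a myeloid state that expresses these genes cannot be told apart, since the score rests on neutrophil genes.

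With the highest share of free RNA taken from the NP cells alone, the IFN-γ list stayed at 1.12 in monocytes, bounded by S100a8, and 1.86 in neutrophils, bounded by secretory genes. This argues against free RNA as the whole cause there. The bound was chosen after the planned subtraction was found to take too much from saline monocytes. The TNF/NF-κB list without its stress genes rose by 0.47 in neutrophils (0.45 to 0.54), which argues against those genes as the whole cause. Whether dissociation stress also raised the genes that remain was not tested, so stress stays open. The dissociation stress list itself rose by 0.25 in neutrophils (0.22 to 0.31) and 0.19 in monocytes (0.15 to 0.20). Treatment and library stay open for both.

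With a minimum of 200 detected genes, neutrophils were 35.5% of NP cells, against 61.3% of saline cells, which argues against a loss of neutrophils below the gene minimum as the whole cause. Neutrophils with 200 to 499 genes numbered 42 in the saline library and 115 in the NP library, and 219 and 555 such barcodes were left unnamed. Counted as neutrophils, the unnamed ones would raise the shares to 63.7% and 41.5%. A minimum of 800 genes widened the difference, to a log2 ratio of −1.03, so part of it may depend on the gene minimum.

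Hbb-bs fell in monocytes by 1.89 on the log2 scale. In 1 saline monocyte there were 1485 of the 2251 saline UMIs. Without the 2 highest cells of each library the ratio was −0.62, and shares of thinned cells with a UMI were 1.26% (0.607% to 2.31%) and 0.986% (0.553% to 1.62%). Without thinning, 11.5% of saline and 5.39% of NP monocytes had a UMI. A few cells with red cell RNA may account for most of the fall in UMIs, but not for this lower share.

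All 20 genes of Fig. 3C changed in the Cd300e-led monocyte cluster in the direction the figure shows. By their CPM, 15 did in the sub-clusters led by dendritic cell genes, and 10 of 18 with a ratio did in the cluster named as dendritic cells, where many counts were low. A candidate explanation is that the study's dendritic cell class holds cells like those of the Cd300e-led cluster. The paper's own cell labels were not used here, so this stays a hypothesis.

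The secretome transcripts rose by a median of 0.80 in neutrophils (0.31 to 0.86) and 0.95 in monocytes (0.59 to 1.06), and were at −0.66 (−0.93 to −0.31) in the dendritic cell cluster, with 4 genes. In neutrophils Cxcl1 rose by 1.59, Ccl3 by 0.80, Tnf by 0.80, Il1b by 0.31 and Ccl4 by 0.14, and Ccl2 fell by 0.47. In monocytes Cxcl1 rose by 2.95, Ccl4 by 1.65, Il6 by 1.05, Ccl3 by 0.95, Tnf by 0.52, Ccl2 by 0.33 and Il1b by 0.23. Tgfb1 had ratios of 0.04 in neutrophils and −0.14 in monocytes. Ifng, chosen after its values were seen, had 148 saline and 256 NP UMIs in NK cells, a log2 ratio of 0.35 (0.05 to 0.65). In T cells it had 57 and 86, a ratio of 0.78 (0.28 to 1.29).

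At least 6 of 12 epithelial tumor markers were found in 40 saline and 54 NP cells. Of these, 27 and 43 were in the epithelial class, and these same numbers carried Sftpc or Scgb1a1. The cells outside that class were not examined further. The naming rule held no 4T1 tumor class, so the cluster names cannot show whether tumor cells were present.

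By the MDSC list 4.91% of saline and 8.26% of NP neutrophils passed, and by the chemotactic list 3.58% and 3.86%. The classical monocyte list was passed by 4.92% and 2.04% of monocytes, the monocyte progenitor list by 1.64% and 2.89%, and the basophil and eosinophil list by 4.92% and 2.96%.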
